# Profiling of Chromatin Accessibility in Pigs across Multiple Tissues and Developmental Stages

**DOI:** 10.3390/ijms241311076

**Published:** 2023-07-04

**Authors:** Jingyi Bai, Yu Lin, Jiaman Zhang, Ziyu Chen, Yujie Wang, Mingzhou Li, Jing Li

**Keywords:** epigenomic profile, transcriptional regulation, newborn pigs, liver, postnatal development

## Abstract

The study of chromatin accessibility across tissues and developmental stages is essential for elucidating the transcriptional regulation of various phenotypes and biological processes. However, the chromatin accessibility profiles of multiple tissues in newborn pigs and across porcine liver development remain poorly investigated. Here, we used ATAC-seq and rRNA-depleted RNA-seq to profile open chromatin maps and transcriptional features of heart, kidney, liver, lung, skeletal muscle, and spleen in newborn pigs and porcine liver tissue in the suckling and adult stages, respectively. Specifically, by analyzing a union set of protein-coding genes (PCGs) and two types of transcripts (lncRNAs and TUCPs), we obtained a comprehensive annotation of consensus ATAC-seq peaks for each tissue and developmental stage. As expected, the PCGs with tissue-specific accessible promoters had active transcription and were relevant to tissue-specific functions. In addition, other non-coding tissue-specific peaks were involved in both physical activity and the morphogenesis of neonatal tissues. We also characterized stage-specific peaks and observed a close association between dynamic chromatin accessibility and hepatic function transition during liver postnatal development. Overall, this study expands our current understanding of epigenetic regulation in mammalian tissues and organ development, which can benefit both economic trait improvement and improve the biomedical usage of pigs.

## 1. Introduction

Pigs (*Sus scrofa*) are important agricultural animals of substantial economic value, serving as a major source of meat globally. In recent years, the pig has also emerged as an essential large animal model for biomedical research [1,2], providing multiple cells and tissues suitable for xenotransplantation and stem cell therapy in humans [3,4,5]. In-depth investigations of the genetic and epigenetic regulation of porcine tissues can provide theoretical guidance for the further improvement of economic traits and enhance biomedical potential.

Genomic DNA is tightly compacted in eukaryotic cells to ensure gene transcription control and DNA damage protection. In general, structurally loose chromatin (i.e., euchromatin) has more active gene transcription, while condensed chromatin (i.e., heterochromatin) confers transcriptional repression and genome stability [6]. For example, accessible cis-regulatory elements (e.g., promoters, enhancers, and silencers) located in open chromatins enable the binding of transcription factors (TFs) to activate or silence target genes [7]. This epigenetic control of gene expression is an important mechanism involved in the regulation of several biological processes (e.g., development) and diverse physical activities across different tissues [8,9,10,11,12].

The assay for transposase-accessible chromatin followed by sequencing (ATAC-seq) is a well-developed technique of high robustness that is widely used for measuring genome-wide chromatin accessibility and exploring epigenetic regulation [13,14]. A large number of studies have used ATAC-seq to characterize open chromatin accessibility across the tissues of embryonic or adult pigs [15,16,17,18,19] but not newborn pigs. The neonatal period of farm animals is of particular value in scientific research, as it represents the end of fetal development and the start of postnatal growth. Hence, understanding the molecular regulatory features in this stage may lay the foundation for the improvement of economic traits and phenotypes in adult animals. For example, low birth weight in pigs associated with genetic and environmental factors causes lifelong impairments in muscle development and growth [20,21].

The liver plays an essential, multifunctional role in mammals, including hematopoiesis in the embryonic and fetal stages and metabolism, immunity, and clotting in the postnatal stages [22,23,24,25,26,27,28,29]. In particular, the liver is the animal metabolic hub [29,30,31] and closely associated with economic traits (e.g., meat yield, feed efficiency, and growth rate) in pigs [32,33,34]. Moreover, porcine liver is a potential source of xenotransplantation in humans [35]. Accordingly, the analysis of chromatin accessibility dynamics and epigenetic regulation during porcine liver development is essential for understanding the molecular mechanisms of hepatic function transition throughout development and for improving xenotransplantation.

We thus analyzed chromatin accessibility and transcriptomic profiles in six tissues (heart, kidney, liver, lung, skeletal muscle (longissimus dorsi muscle), and spleen) of newborn (one-day-old) pigs and characterized dynamic chromatin accessibility and concomitant transcriptional changes during liver development. We identified tissue-specific and stage-specific accessible regions that regulated tissue-specific and hepatic function transition during development. Our study confirmed the transcriptional regulatory role of chromatin accessibility across promoters and other non-coding regions in tissue-specific physical activities and organ development and enriched the epigenetic profiling and genome regulation profiling of pigs across tissues and developmental stages. This information has implications for advanced breeding programs and biomedical applications. 

## 2. Results

### 2.1. Landscape of Chromatin Accessibility across Tissues and Postnatal Liver Development

To profile chromatin accessibility across multiple tissues in newborn pigs, we performed ATAC-seq to obtain genome-wide accessible chromatin regions (ACRs) in the heart, kidney, liver, lung, skeletal muscle, and spleen of animals aged one day old (newborn) (Figure 1A). We also examined chromatin accessibility changes during postnatal liver development by profiling the ACRs in porcine liver at 28 days (suckling) and 180 days (adult) using ATAC-seq (Figure 1A). We construct a total of sixteen libraries, generating 86.17–167.12 million (M) high-quality ATAC-seq reads with a mapping ratio of 60.18–85.88% for each sample (Figure 1B and Table S1). After filtering and deduplication, we obtained 45.83–106.01 M informative reads (Figure 1B and Table S1). The fragment size distribution showed decreasing and periodic peaks corresponding to nucleosome-free (<100 bp) and mono- (~200 bp), di- (~400 bp), and tri-nucleosomal (~600 bp) fragments [9] (Figure S1). The nucleosome-free regions which can be captured via ATAC-seq at the 5′ ends of genes are closely associated with transcription initiation [36]. As expected, the normalized ATAC-seq signals were enriched in the transcription start site (TSS) region (i.e., 2 kb upstream and 500 bp downstream of TSS) in all the samples (Figure S2). To further observe other epigenetic signatures in the promoters, we downloaded the previous epigenetic data, including H3K4me3 and H3K27me3 (which are associated with the activation and repression of promoters, respectively) [37]. The active histone mark H3K4me3 was enriched in the promoter regions, a finding which was similar to that for the ATAC-seq signals, whereas H3K27me3 was depleted (Figure S3). Correlation analysis of the 16 samples not only demonstrated the high reproducibility of the ATAC-seq data but also confirmed divergent chromatin accessibility patterns among multiple tissues (Figure 1C and Figure S4A). The correlation of chromatin accessibility between newborn and suckling livers (Spearman’s *R* = 0.953, *p* < 2.2 × 10^–16^) was higher than that between newborn and adult livers (Spearman’s *R* = 0.831, *p* < 2.2 × 10^–16^), which indicated global similarity in chromatin structure during the early postnatal development of the liver.

We identified 115,523–270,293 ATAC-seq peaks in each replicate of six tissues and 136,452–286,446 peaks in each liver sample in the three stages using MACS2 (Figure 1D and Table S2). To acquire representative ACRs for each tissue or stage, the peaks of replicates were merged, allowing us to obtain 57,126–133,254 and 109,003–141,689 consensus peaks for each tissue from newborn pigs and for each developmental stage of the liver, respectively (Figure 1D and Table S2). These peaks were used for subsequent analyses. In all the tissues, peak annotation showed that the majority of merged peaks intersected with intronic (41.80–46.43%, mean = 43.93%) and intergenic regions (22.49–27.59%, mean = 24.76%). To some extent, these intronic and intergenic regions might also harbor active cis-regulatory elements, such as enhancers, insulators, or silencers [38,39]. The remaining peaks were located in the promoter (15.77–24.80%, mean = 20.36%) and exonic (10.38–11.62%, mean = 10.92%) regions (Figure 1E). Peaks identified in the liver samples across developmental stages showed similar genomic distributions (Figure 1F). 

Additionally, we used enhancer data from liver samples in the newborn stage published in [40] and observed a significant enrichment of enhancers, especially highly active enhancers, in accessible chromatin regions. These observations confirmed that non-coding accessible regions usually contain substantial cis-regulatory elements to implement transcriptional regulation [41] (Figure 1G).

**Figure 1:**
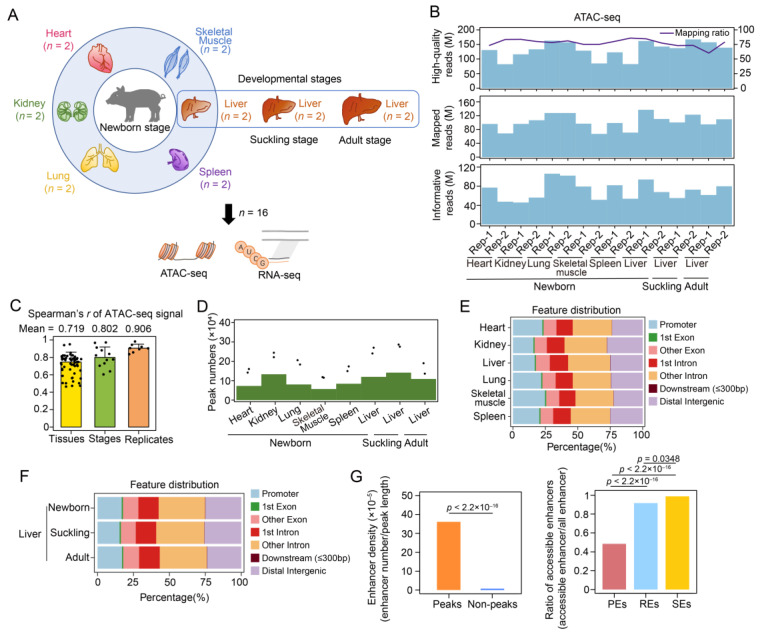
Basic features of the ATAC-seq data across tissue samples (*n* = 16). (**A**) Experimental design overview. The heart, kidney, liver, lung, skeletal muscle, and spleen tissue samples of newborn pigs and porcine liver samples obtained in the suckling and adult stages (each with two replicates) were collected for ATAC-seq and rRNA-depleted RNA-seq profiling, including the RNA-seq data of newborn tissue samples downloaded from the GSA. (**B**) High-quality read counts, mapping ratios (upper), mapped read counts (middle), and informative read counts (lower) are shown (see Materials and Methods). (**C**) Spearman’s correlation coefficients of the normalized ATAC-seq signals among 16 samples are shown in the following three categories: between tissues, between developmental stages of the liver, and between biological replicates. Data are shown as the mean ± SD. (**D**) The number of ATAC-seq peaks of merged replicates for each tissue in the newborn stage and each developmental stage of the liver are shown (green bars). The number of peaks identified in each replicate are indicated by dots. (**E**) Genomic distribution of consensus peaks for six tissues of newborn pigs. (**F**) Genomic distribution of consensus peaks for the livers of newborn, suckling, and adult pigs. (**G**) Comparison of enhancer density between accessible and inaccessible chromatins (left) and accessible enhancer ratios (defined as the proportion of accessible enhancers among enhancers with different activities identified in newborn porcine liver; right). These enhancers were identified in published research [40]. Enhancers with low, moderate, and high activity are shown as PEs (poised enhancers), REs (regular enhancers), and SEs (super enhancers).

### 2.2. Coordination between Gene Transcription and Chromatin Accessibility

Chromatin accessibility is usually qualitatively and quantitatively associated with gene transcription. To decipher gene transcriptional activity regulated by ACRs in pig somatic tissues and during liver development, we built transcriptional profiles for the same samples (*n* = 16) using both the downloaded and newly generated rRNA-depleted RNA-seq data (15.91 Gb of high-quality data per sample; Figure 2A and Table S3). 

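For the liver at the end of suckling (28 days) and at sexual maturity (180 days), the deposited table lists gene-level TPM for 2 suckling and 2 adult RNA-seq libraries, each from a different female pig. The libraries were strand-specific and depleted of rRNA, and their labels give a read length of 100 bp. The authors aligned trimmed reads to the pig genome with STAR and estimated TPM with Kallisto over a joint annotation of 22040 PCGs, 18760 lncRNAs and 2443 TUCPs, so the 3 classes share one total of 1000000 in each library. TPM keeps no read depth, and the depth behind a single value is therefore unknown from the table. The paper's Table S3 gives 15.23 and 15.46 Gb of high-quality data for the suckling replicates and 15.43 and 15.45 Gb for the adult replicates. Of the TPM total, lncRNAs took 8.77% ± 1.91 (SD, n = 2) in suckling liver and 10.7% ± 0.868 (SD, n = 2) in adult liver, and the 10 most abundant genes of each library took 31.4% ± 2.95 (SD, n = 2) and 37.3% ± 1.08 (SD, n = 2). A change in such abundant genes moves the TPM of every other gene. Stages were compared on log2(TPM + 1), which understates the change of genes with low values, over genes with a mean TPM above 0.5 for PCGs and above 0.1 for lncRNAs and TUCPs. With 2 libraries in each stage, a two-sided exact permutation test of a single value cannot give a p below 0.333.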

As expected, the RNA-seq data exhibited a tissue-dominant pattern and good reproducibility between biological replicates (Figure 2B and Figure S4B), demonstrating high reliability. 

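Across all 43243 genes, Spearman's correlation of TPM was 0.930 between the suckling replicates and 0.942 between the adult replicates. The 4 correlations between a suckling and an adult library ranged from 0.930 to 0.935, with a mean of 0.932 ± 0.00237 (SD, n = 4 pairs of libraries), and all 4 were above that of the suckling replicates, the lowest by less than the SD of the 4. These correlations are across genes within pairs of libraries, and genes are not independent replicates. The order differed between gene classes. For PCGs, the correlation was 0.976 between the suckling replicates, 0.978 between the adult replicates and 0.970 to 0.974 between stages. For lncRNAs, it was 0.805 between the suckling replicates, 0.848 between the adult replicates and 0.815 to 0.831 between stages. For TUCPs, the corresponding values were 0.836, 0.869 and 0.843 to 0.860. Across all genes, the pairs of a suckling and an adult library with the same replicate number had correlations of 0.934 and 0.935, and those with different numbers had 0.931 and 0.930. The choice of gene class moved the suckling correlation most, to 0.805 with lncRNAs only. From the similarity of biological replicates and the grouping of libraries by tissue (Figure 2B), the paper concludes that the RNA-seq data are highly reliable.

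**Figure D1:**
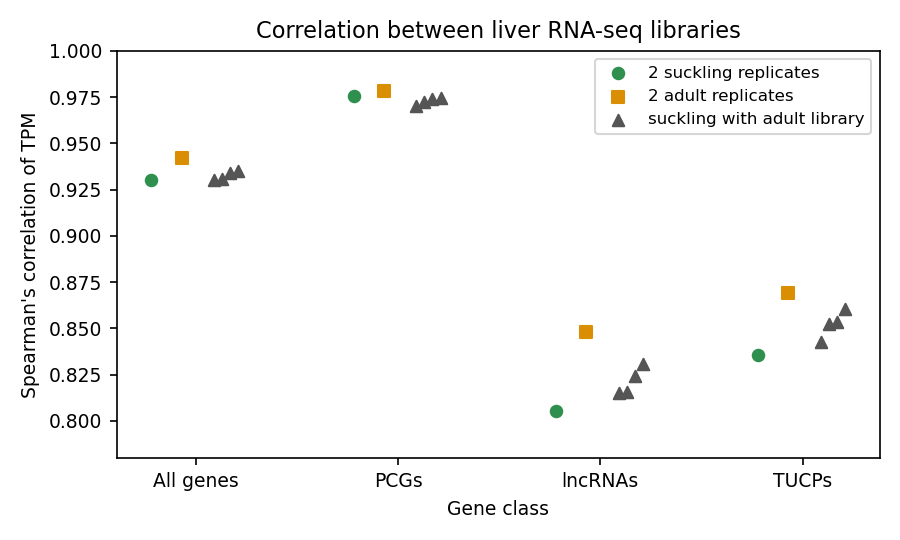
Spearman's correlation of TPM (vertical axis, no unit) between pairs of liver libraries, for all genes and for each gene class. Circles are the 2 suckling replicates, squares the 2 adult replicates and triangles the 4 pairs of a suckling with an adult library. For lncRNAs the circle at 0.805 lies below all 4 triangles, and for PCGs the circle at 0.976 lies above them.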

Around two-thirds of the protein-coding genes (PCGs, 60.67–67.42%, transcripts per million (TPM) > 0.5), 48.30–63.54% of the long noncoding RNAs (lncRNAs, TPM > 0.1), and 45.40–65.53% of the transcripts of unknown coding potential (TUCPs, TPM > 0.1) had detectable expression in each tissue or developmental stage (Figure S5). 

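With the mean TPM of both replicates set against these thresholds, 12966 of 22040 PCGs (58.8%) were detected in suckling liver and 12891 (58.5%) in adult liver. The counts of the single libraries were 12799 and 12988 in suckling liver and 12942 and 12745 in adult liver, so the stages overlapped for PCGs. For lncRNAs, 6732 of 18760 (35.9%) were detected in suckling liver and 8236 (43.9%) in adult liver. Both adult libraries, with 8187 and 7938 detected lncRNAs, were above both suckling libraries, with 6338 and 6896. For TUCPs, 847 of 2443 (34.7%) were detected in suckling liver and 1022 (41.8%) in adult liver, and the adult libraries, with 1026 and 979, were again above the suckling libraries, with 814 and 863. No order of 2 libraries against 2 can reach significance in an exact permutation test. The counts for both stages in the paper's Table S3 are the same. By mean TPM, 2038 lncRNAs were detected in adult liver only and 534 in suckling liver only, while 6198 were detected in both. A threshold of 1 TPM moved the lncRNA counts most, to 771 in suckling and 1104 in adult liver. For PCGs a threshold of 0.1 TPM did so, to 15201 in suckling and 15398 in adult liver, which reversed the order of the stages.

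**Figure D2:**
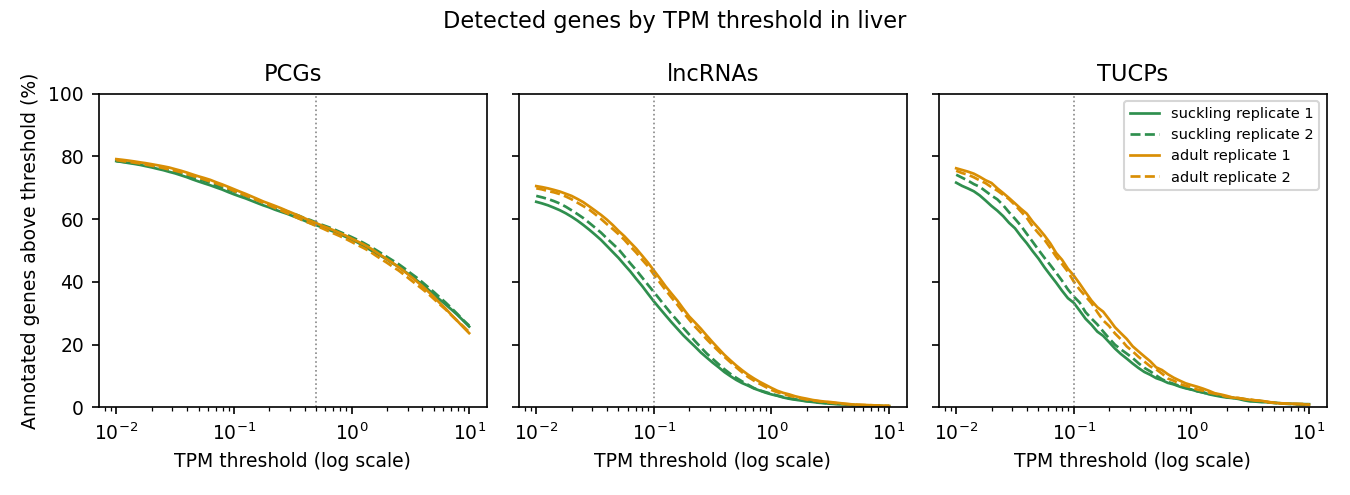
Percentage of annotated PCGs, lncRNAs and TUCPs above a TPM threshold (horizontal axis, log scale) in each of the 4 liver libraries. The dotted lines mark 0.5 TPM for PCGs and 0.1 TPM for lncRNAs and TUCPs, where the adult libraries reach 43.6% and 42.3% of lncRNAs and the suckling libraries 33.8% and 36.8%.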

Based on the transcriptional data, we observed that the genes with accessible promoter regions had significantly upregulated expression compared to those without open promoters across tissues and developmental stages (Figure S6). In addition, genes with higher expression exhibited higher levels of chromatin accessibility (Figure 2C and Figure S7). A moderate correlation (Spearman’s *R* = 0.303–0.525) between the ATAC-seq signal and gene expression, as measured via RNA-seq, confirmed the important role of open chromatin in active gene transcription (Figure 2D and Figure S8).

### 2.3. Differences in Chromatin Accessibility between Tissues

We next sought to explore the differences in chromatin accessibility between tissues and transcriptional changes potentially caused by these differential ACRs. We observed that the differential peaks between tissues showed corresponding biases in gene transcription (Figure 3A). In total, we observed 5565–17,011 tissue-specific peaks in the PCG promoter regions of each tissue (Figure 3B and Table S2). The kidney-specific peaks overlapped with the promoter regions of 970 PCGs, followed by liver- and spleen-specific peaks, which overlapped with 824 and 574 PCG promoters, respectively. In addition, the heart- and muscle-specific peaks intersected with the least number of PCG promoter regions (*n* = 220 and 270, respectively) (Table S2). Interestingly, compared to all the ACRs identified in each tissue, tissue-specific peaks were located less in the promoter regions (averagely 20.36% vs. 5.21%) and more in the intronic regions (averagely 43.93% vs. 58.95%) (Figure 3C), suggesting that cis-regulatory elements inhabiting the intergenic and intronic regions, such as enhancers and insulators, are probably more important than promoters for tissue-specific functions. 

### 2.4. Functional Implications of Tissue-Specific Peaks

Functional enrichment analysis showed PCGs with promoter regions overlapping tissue-specific ACRs, despite their small number and short length, were significantly enriched for the biological processes associated with each tissue (Figure 4A). For example, PCGs with heart-specific accessible promoters were mainly involved in cardiac cell development (e.g., *MYH6* and *TBX18*) and blood circulation (e.g., *ADCY6* and *MYBPC3*) (Figure S9A–D); PCGs with kidney-specific open promoters were enriched for terms related to the maintenance of pH balance and electrolyte homeostasis (such as the ‘regulation of potassium ion transport’ and ‘anion transport’,), excretion of harmful metabolites (‘positive regulation of small molecule metabolic process’), and early nephron formation (‘pattern specification process’, ‘negative regulation of cell fate specification’); PCGs with lung-specific promoters were overrepresented by those participating in epithelial cell differentiation, such as *BMPR2* and *NKX2-1* (Figure S9E,F); PCGs with promoters in skeletal-muscle-specific ACRs were enriched for ‘muscle contraction’, including *SCN4A* and *ATP2A1* (Figure 4B and Figure S9G); PCGs with promoters exclusively accessible in the spleen, a lymphoid organ playing important roles in immune response, were most relevant for immune processes, such as the ‘positive regulation of immune response’ (including *ADA* and *CD3E*) and ‘inflammatory response’ (including *HCK* and *VCAM1*) (Figure 4C and Figure S9H–J); and liver-specific accessible PCGs were mainly associated with metabolic processes, such as ‘lipid localization’ (e.g., *APOA2*, *APOB* and *APOH*), the ‘triglyceride metabolic process (e.g., *APOA2*, *MOGAT1* and *SOAT2*), and the ‘xenobiotic metabolic process’ (e.g., *SULT2A1* and *NR1I2*) (Figure 4D and Figure S9K–P).

To understand whether the vast majority (>80%) of tissue-specific peaks in the intronic and intergenic regions play a role in somatic tissue function, we annotated these peaks using GREAT. Our results showed that these peaks were relevant to specific tissue functions, as well as morphogenesis and differentiation in newborn tissues, especially the heart and skeletal muscle (Figure S10). This suggests that cis-regulatory elements, such as enhancers and silencers, probably participate more than promoters in the transcriptional regulation of developmental and morphogenic processes. 

To further explain which TFs are involved in transcriptional regulation via chromatin accessibility, we identified the enriched TFs in tissue-specific ACRs using motif analysis. We found that the majority of the TFs were relevant to tissue-dependent functions, including MEF2A (maintaining cyto-architectural integrity [42]) and MEF2D (regulating the cell cycle of neonatal cardiomyocytes [43]), which are enriched in heart-specific ACRs and responsible for maintaining normal heart function; MEF2C [44] and MYOD1 [45], which are enriched in skeletal-muscle-specific ACRs and regulate skeletal muscle regeneration and formation; and Spi1 [46] and IKZF1 [47], which were identified in the spleen-specific ACRs and participate in the generation of lymphoid lineages (Figure 4E–G and Figure S11, Table S4).

These results highlight the important regulatory roles of tissue-specific ACRs in the functional implementation of corresponding tissues, by both controlling the PCG expression and accessibility of non-coding regions, in which TFs probably play important roles.

**Figure 4:**
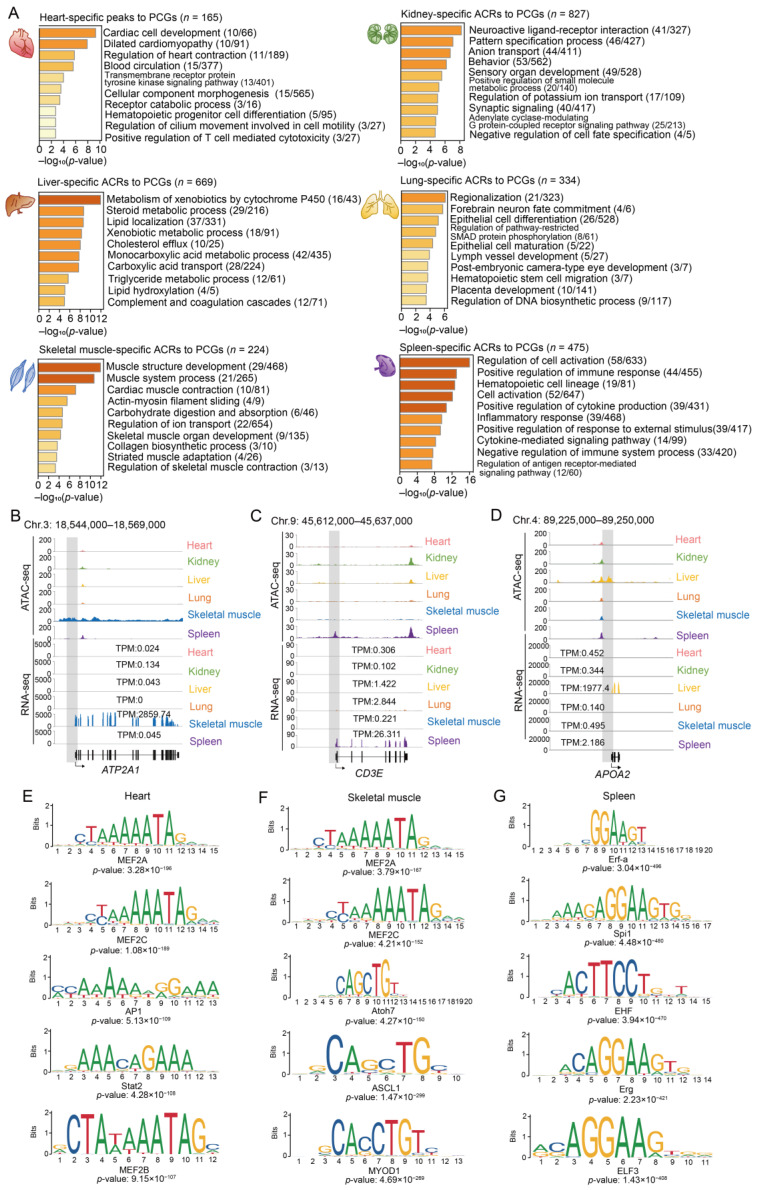
Functional and TF enrichment of tissue-specific ACRs. (**A**) Top ten significantly enriched Gene Ontology-Biological Process (GO-BP) terms or Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways for PCGs with promoter regions overlapping tissue-specific peaks in the heart, kidney, liver, lung, skeletal muscle, and spleen. (**B**–**D**) Chromatin accessibility and gene expression levels in skeletal-muscle-specific ACRs overlapping the promoter regions of tissue markers, including *ATP2A1* (essential for removing calcium from the cytoplasm in the skeletal muscle, which is required for muscle relaxation [48,49,50,51]; (**B**) *CD3E* (encoding CD3-epsilon polypeptide and participating in T-cell development [52]; and (**C**) *APOA2* (playing a role in fatty acid and glucose metabolism [53,54]; (**D**). The grey squares indicate the promoter regions of the corresponding genes. (**E**–**G**) The top five enriched TF-binding motifs identified in the heart-, skeletal-muscle- and spleen-specific ACRs using the JASPAR database in the newborn stage.

### 2.5. Dynamic ACRs during Liver Development

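The expression change of all PCGs from suckling to adult liver gives the background for PCGs chosen by their promoters. ATAC-seq peaks are not analysed here. Of the 21615 genes tested with limma on log2(TPM + 1), none had a Benjamini-Hochberg adjusted p below 0.05, in either direction and in any of the 3 gene classes, and the smallest adjusted p was 0.130. An unadjusted p below 0.05 was found for 3021 genes (14.0% of those tested). Among them were 1906 PCGs, of which 481 were higher in adult and 1425 higher in suckling liver. The median log2 fold change of the 13000 tested PCGs, adult against suckling, was -0.12 ± 0.01 (SD of the medians over the 4 pairs of an adult with a suckling library), and 36.3% of them were higher in adult liver. Scaling the libraries by their median ratio over PCGs moved that median by 0.12, to -0.00045, and the percentage of PCGs higher in adult liver to 50.0%, which this scaling sets by construction, since it centres the PCG ratios. Under it, 762 PCGs were higher in adult and 870 higher in suckling liver at an unadjusted p below 0.05. Both adult libraries were above both suckling libraries for 1996 PCGs (15.4%) and below both for 4566 PCGs (35.1%). For a single gene chance gives 16.7% in each direction. All genes share the same libraries, so many can move together and these percentages are no test. A difference of more than 1 in log2(TPM + 1) was found for 4.55% of PCGs between the suckling replicates, for 4.04% between the adult replicates and, on average, for 7.62% between an adult and a suckling library.

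**Figure D3:**
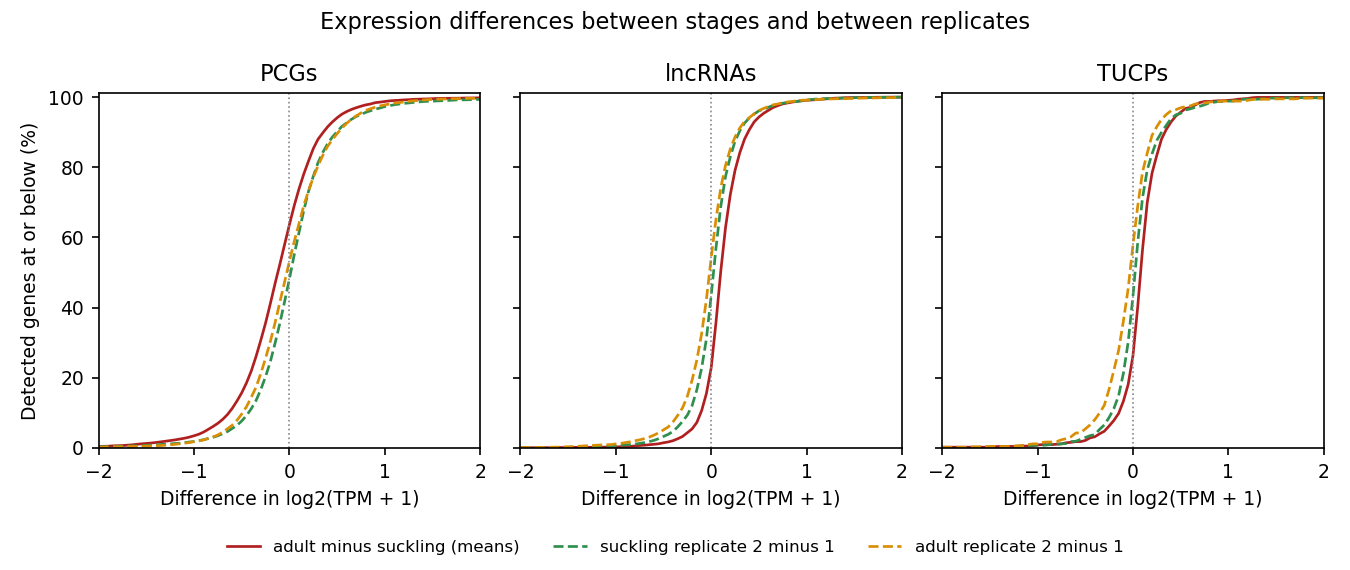
Cumulative percentage of detected genes (vertical axis) by difference in log2(TPM + 1) (horizontal axis) for PCGs, lncRNAs and TUCPs. Solid lines give the adult mean minus the suckling mean and dashed lines the difference between the 2 replicates of each stage. For PCGs the solid line crosses 50% at -0.12, and scaling the libraries on PCGs, which centres them by construction, puts it at -0.00045.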

To profile dynamic chromatin accessibility during postnatal liver development, we first identified 14,416–28,053 differential ATAC-seq peaks between neighboring stages, which showed consistent expression biases between stages for PCGs with promoters overlapping these peaks (Figure 5A). These observations highlight the functional significance of dynamic ACRs during liver development. 

Next, stage-specific ACRs were obtained, with a total of 3.09–4.85 Mb overlapping PCGs, 2.79–4.48 Mb intersecting lncRNAs, and 0.28–0.62 Mb overlapping TUCPs across the three stages. These included newborn-, suckling-, and adult-specific ACRs overlapping the promoter regions of 731, 1028, and 612 PCGs, respectively (Figure 5B and Table S2). The genomic distribution of the stage-specific ATAC-seq peaks was similar to that of the tissue-specific peaks, i.e., more peaks were located in intronic regions (59.27% vs. 47.09%) compared to the peaks identified in each stage (Figure 5C). The TFs enriched in these stage-specific ACRs were also identified, as shown in Figure S12 and Table S5.

### 2.6. Biological Meaning of Stage-Specific ACRs during Liver Development

To infer the functional implications of dynamic ACRs during postnatal liver development, we performed functional enrichment analyses for the PCGs with promoters overlapping stage-specific ACRs, as well as the other non-coding stage-specific ACRs. Both enrichment analyses demonstrated that the ACRs are closely associated with functional liver features in different developmental stages, from hematopoiesis and tissue development in the newborn stage to the immune and metabolic functions in adults (Figure 6A). 

In addition to the general biological processes associated with signaling and ion transport, the PCGs with accessible promoters in the newborn stage showed the strongest enrichment in developmental processes (e.g., ‘embryo development ending in birth or egg hatching’, ‘cell fate commitment’, and the ‘regulation of cell development’) compared to other stages. These genes were also exclusively enriched for the ‘regulation of blood circulation’, corresponding to the hepatic function of hematopoiesis and regulating circulating blood volume. In addition, the PCGs with open promoters in the suckling or adult stages were related to immunity (e.g., ‘cellular response to cytokine stimulus’, ‘T cell receptor signaling pathway’, and ‘immune system development’) and metabolism (e.g., ‘steroid metabolic process’, ‘xenobiotic metabolic process’, and ‘monocarboxylic acid metabolic process’), respectively. These results support the hypothesis that the developing liver in the suckling stage has high immune activity, while the mature liver represents the metabolic hub of lipids, glucose, and xenobiotics.

The enrichment analysis of the stage-specific ACRs located in intronic and intergenic regions using GREAT showed similar results, supporting the notion that changing chromatin accessibility has regulatory roles in functional transition during liver development, probably via cis-regulatory elements, such as enhancers enriched in these ACRs (Figure 1G). The intronic and intergenic regions specifically accessible in the newborn stage were exclusively enriched for terms related to hematopoiesis (including ‘myeloid leukocyte differentiation’ and ‘response to ischemia’) (Figure 6B), while those in an accessible state in the suckling stage were mainly related to immune (e.g., ‘T cell selection’) and metabolic processes (e.g., ‘lipid translocation’ and ‘glycolipid transport’) (Figure 6C), and those accessible in the adult stage were mostly enriched in metabolism (Figure 6D), highlighting the association of ACRs with nutrient and energy homeostasis in the adult porcine liver.

## 3. Discussion

We profiled chromatin accessibility in six organ tissues, including the heart, kidney, liver, lung, skeletal muscle, and spleen, of newborn pigs and explored the associations between tissue-specific ACRs and tissue functions at birth through a combined analysis of ATAC-seq and transcriptome data. We also characterized the chromatin accessibility dynamics in the liver tissues during three developmental stages (i.e., newborn, suckling, and sexually mature stages) and investigated the potential roles of ACRs in the transition of hepatic functions during development, from hematopoiesis to immunity and metabolism, in conjunction with transcriptomic analysis. 

In our study, we noted that the ATAC-seq signals were moderately associated with the gene expression levels. Of note, chromatin open states were also compromised due to DNA replication through disassociate nucleosomes, RNA polymerase, and regulatory factors from DNA [55,56]. Moreover, gene expression was also affected by the other epigenetic factors, such as histone modification and DNA methylation.

Unlike previous studies focusing on the chromatin accessibility of embryonic/fetal or grown pigs [16,17,18,19], our work broadens the epigenetic knowledge of somatic tissues in newborn pigs, which have specific functional characteristics (e.g., by implementing both developmental processes and tissue-specific physical activities) and high value in scientific research (i.e., playing important roles in the postnatal growth of pigs). Furthermore, the tissue-specific ACRs showed partial effects on the gene expression. It was important to explore function divergence between the tissue-specific ACRs consistent with the expression levels and those not consistent with the expression levels. Both types of genes exhibited the specialized functions of the respective tissues (Figure S13), albeit that there were some differences in particular terms, which need to be explored further, especially through an investigation of the regulating roles of the other epigenetic marks in mediating expression changes. In addition, using a union set of PCGs, lncRNAs, and TUCPs, we obtained a relatively comprehensive annotation of open chromatin in multiple porcine tissues, providing an informative resource for genetic studies of farm animals.

Interestingly, although both tissue-specific accessible promoters and other non-coding regions facilitated tissue-specific functions and developmental processes, the latter seemed to have a more important role in morphogenic processes in newborn porcine tissues. Similarly, in the liver, stage-specific ACRs in the intronic and intergenic regions also showed strong evidence supporting their regulatory role in hepatic function transition during development, from hematopoiesis and development in the neonatal stage to the immune and metabolic activities in the adult stage. Therefore, our study not only underlines the regulatory importance of both open promoters and other non-coding ACRs in animals, as previously published research observed [57], but also supports the findings of a recently published 3D genome study that showed that enhancers located in non-coding regions participate in the transcriptional regulation of hepatic function transition during development [58]. 

## 4. Materials and Methods

### 4.1. Ethics

Animal maintenance and experimental procedures were approved by the Institution of Animal Care and Use Committee of the College of Animal Science and Technology, Sichuan Agricultural University, Sichuan, China, under permit DKY-2021202057.

### 4.2. Sample Collection

We collected tissues from two healthy, full-sib, female Berkshire × Tibetan hybrid pigs aged 1 day (newborn stage, denoted as newborn), 28 days (the end of the suckling stage, suckling), and 180 days (sexually mature stage, adult), respectively. Specifically, following euthanasia, the heart, kidney, liver, lung, skeletal muscle, and spleen were collected from the two newborn pigs. Liver tissues were also collected from pigs in the suckling and sexually mature stages. All tissue samples (*n* = 16) were immediately snap-frozen in liquid nitrogen for subsequent high-throughput sequencing.

### 4.3. ATAC-Seq Library Preparation and Sequencing

A total of 16 samples were used to construct libraries for ATAC-seq. We performed the improved ATAC-seq protocol, termed Omni-ATAC [14]. The frozen animal tissues were homogenized in a pre-chilled Dounce and centrifuged in a pre-chilled centrifuge. Avoiding pelleted chunks of connective tissue, 400 uL of homogenate of each sample was transferred to a 2 mL Eppendorf tube. Density gradient centrifugation was conducted by mixing the homogenate with 400 uL of 50% Iodixanol solution and then layering 600 uL of 29% Iodixanol solution and 600 uL of 35% Iodixanol solution under the mixture. The nuclei band was collected, and 50,000 nuclei were transferred into a tube containing 1 mL of ATAC-RSB and 0.1% Tween-20. After centrifugation, the supernatant was discarded, and Omni-ATAC ATAC-seq reaction mix was added to the pellet. The mixture was resuspended and incubated at 37 °C for 30 min for transposition reaction. After a limited PCR cycle to amplify the fragmented DNA, the libraries were purified with AMPure beads. The library quality was assessed with Qubit. The clustering of the index-coded samples was performed with a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumina, San Diego, CA, USA) following the manufacturer’s instructions. The ATAC-seq libraries were sequenced (150 bp paired-end reads) on a NovaSeq 6000 platform.

### 4.4. ATAC-Seq Data Processing

The adapters and low-quality reads were removed from the raw ATAC-seq data. FastQC was used to examine the quality of the clean reads and high-quality filtered reads aligned with the reference pig genome (Sscrofa 11.1) using Bowtie2 [59] (v 2.2.6) with the following parameters: “-p 8 –end-to-end –very-sensitive –no-mixed –no-discordant –phred33 -t -I 10 -X 700 -q”. Mitochondrial alignments, low-quality alignments (q < 10), and PCR duplicates were removed from the pool of mapped reads using SAMtools [60] (v 1.3.1). The sam files were then converted to .bam files and sorted with SAMtools. The insert size of each sample was calculated using the respective .bam file. We normalized the read counts to a 1× depth (reads per genome coverage, RPGC) for the downstream analyses using the bamCoverage function of deepTools [61] with the following parameters: “--binSize 20000 --normalizeUsing RPGC --extendReads”. Spearman’s correlation coefficients between samples were calculated in 20 kb windows. The ATAC peaks were labeled using MACS2 [62] (https://github.com/macs3-project/MACS accessed on 5 January 2023) with the following options: “--nomodel --extsize 200 --shift -100 --nomodel -B --SPMR --format = BEDPE --keep-dup = 1 --qvalue = 0.05”. We evaluated the enrichment of the ATAC peaks in the TSS regions. IGV [63] (v 2.3.91) was used to visualize the normalized ATAC-seq signals in .bigwig files, which were generated with the merged .bam files of replicates using deepTools’s bamCoverage with RPGC normalization.

### 4.5. Identification of Consensus and Tissue- or Stage-Specific ATAC-Seq Peaks

The reproducible peaks between two biological replicates of the same tissue or stage were termed consensus peaks and identified using the Irreproducible Discovery Rate (IDR) method [64] (v2.0.2) with the default parameters. These peaks represent a comprehensive set of ACRs for certain tissues and/or developmental stages. The genomic distribution of the peaks was annotated in regard to genic features using the ChIPseeker R package [65] (v1.30.3). The peaks were located in promoter (within 2.2 kb upstream and 500 bp downstream of the sequence of TSS), first exon, other exon, first intron, other intron, downstream (within 300 bp downstream of the transcriptional end site), and distal intergenic regions. Differential peaks between two tissues or neighboring stages were identified using the consensus peaks with BEDtools2 [66] (v2.25.0). The tissue- or stage-specific peaks were defined as the consensus peaks that exclusively occurred in one tissue or stage. 

### 4.6. rRNA-Depleted RNA-Seq Library Preparation and Sequencing

To explore the transcriptional profiles of the samples, we downloaded the rRNA-depleted RNA-seq data of the aforementioned newborn tissue samples (*n* = 12) from the Genome Sequence Archive (GSA, https://bigd.big.ac.cn/gsa/ accessed on 20 April 2023; accession number: CRR633913, CRR633924, CRR633914, CRR633925, CRR633948, CRR634010, CRR633915, CRR633926, CRR633938, CRR633950, CRR633916, CRR633927). We constructed strand-specific RNA-seq libraries for the liver tissue samples in the suckling and adult stages (*n* = 4) using an rRNA depletion protocol (Ribo-Zero kit, Epicentre, Madison, WI, USA) coupled with the Illumina TruSeq RNA-seq library protocol. All libraries were quantified using the Qubit dsDNA High-Sensitivity Assay Kit (Invitrogen, Carlsbad, CA, USA) and sequenced with 150 bp paired-end reads on the Illumina HiSeq X Ten platform or, alternatively, with 100 bp paired-end reads on the BGISEQ-500 platform.

### 4.7. RNA-seq Data Processing

The raw reads were trimmed to remove the adapters and low-quality base pairs across samples. The high-quality RNA-seq reads were then aligned with the pig reference genome (Sus scrofa 11.1, release 107) using STAR [67] (v 2.6.0c). A comprehensive set of gene annotations was used, including PCGs, lncRNAs [68], and TUCPs [68]. Gene-level expression was estimated as TPM using the Kallisto software [69] (v 0.43.0) with the default parameters. IGV was used to visualize the locations of the genes and the expression data (average values of two replicates in bigwig files converted from .bam files) of the selected genomic regions. For each tissue, we averaged the replicates and then calculated the tissue specificity of gene abundance using the tau score (τ) [70] (we used 0.75 as the cut-off for tissue-specific genes).

### 4.8. Functional Enrichment Analyses

Functional enrichment analyses were performed using Metascape [71] (http://metascape.org accessed on 28 April 2023). Candidate genes were converted to their human orthologs and used as inputs, taking all the protein-coding genes annotated in the reference human genome as the background. GO-BP and KEGG pathway terms with *p* < 0.01 were considered as statistically significant.

To explore the functional implications of the non-coding open chromatins, we performed enrichment analysis for the tissue- or stage-specific peaks located in intronic and intergenic regions using the GREAT software (v 4.0.4) [72] (http://great.stanford.edu/public/html/ accessed on 30 April 2023) with the default parameters. The homologous regions in the human reference genome (GRCh38) of these peaks were used as inputs.

### 4.9. Motif Enrichment Analysis

Motif enrichment analysis was performed for the peaks of interest using the Analysis of Motif Enrichment tool [73] from MEME [74] (v 5.5.1) with the default settings based on the JASPAR database.

## 5. Conclusions

In summary, our study enriched the epigenetic data reservoir of farm animals but also offered novel insights into the epigenetic features and transcriptional regulation processes in the liver, an essential organ serving as a metabolic hub after birth and closely related to the economic traits (e.g., muscle mass and growth rate) of domestic pigs. Our study lays a theoretical foundation for improving these economic traits in the future.

## Figures and Tables

**Figure 2:**
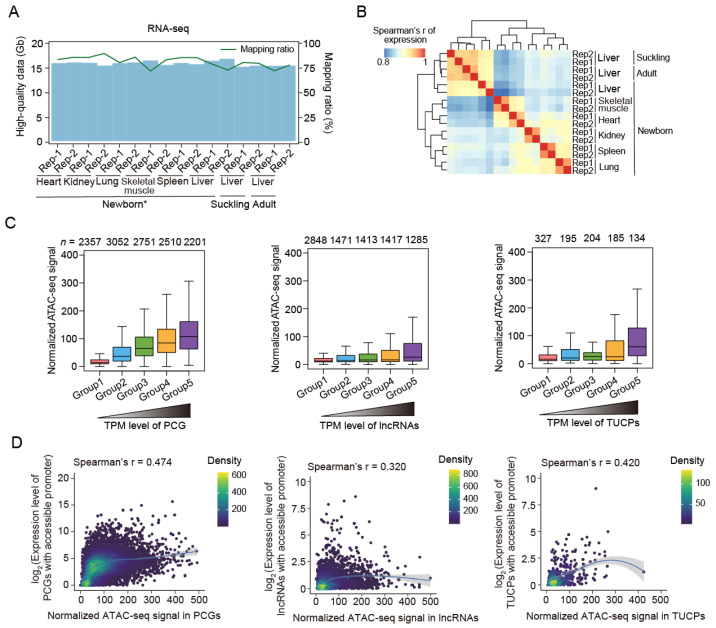
RNA-seq data summary and the close association between transcriptional activity and chromatin accessibility. (**A**) Volume (blue bars) and mapping ratios (green lines) of high-quality RNA-seq data. Downloaded data of newborn tissue samples are labeled with ‘*’. (**B**) Spearman’s correlation heatmap of transcriptional profiles (TPM) among the 16 samples, showing a tissue-dominant pattern. (**C**) Normalized ATAC-seq signals of the PCGs, lncRNAs, and TUCPs increased with the expression level. Genes were classified into five groups, with expression increasing from groups 1 to 5. Gene numbers are indicated above the plots. The data of the newborn skeletal muscle samples are shown here. (**D**) The correlation between chromatin accessibility (measured via normalized ATAC-seq signal) and gene expression (measured via TPM using RNA-seq data) in the skeletal muscle tissue in the newborn stage. The gray dashed lines represent the fitting lines.

**Figure 3:**
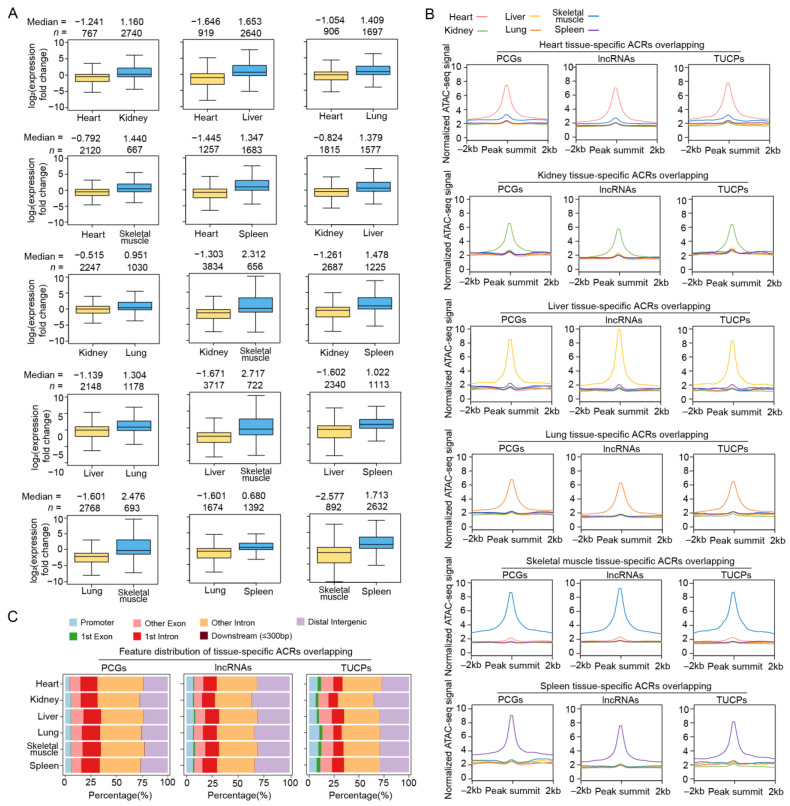
Basic characteristics of differential ACRs between tissues. (**A**) Comparison of expression level for genes whose promoter regions are located in differential ACRs between tissues. Gene numbers and median values are shown above the plots. (**B**) Normalized ATAC-seq signals of tissue-specific ACRs in 4 kb windows centered on the peak. The lines represent the average values for different tissues. (**C**) Genomic distribution of tissue-specific ATAC-seq peaks relative to the genic features of PCGs (left), lncRNAs (middle) and TUCPs (right).

**Figure 5:**
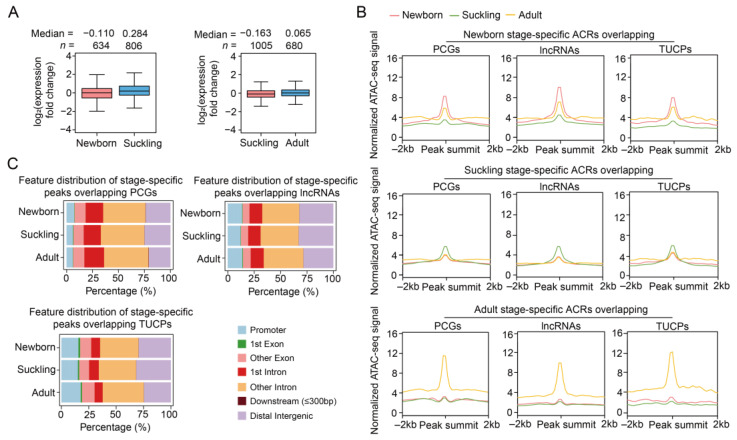
Basic characteristics of dynamic ACRs during postanal liver development. (**A**) Comparison of the expression levels for genes whose promoter regions overlap differential ACRs between neighboring stages. Gene numbers and median values are shown above the plots. (**B**) Normalized ATAC-seq signals of stage-specific ACRs in 4 kb windows centered on the peak. The lines represent average values in different developmental stages. (**C**) Genomic distribution of stage-specific ATAC-seq peaks relative to the genic features of the PCGs (upper left), lncRNAs (upper right), and TUCPs (lower).

**Figure 6:**
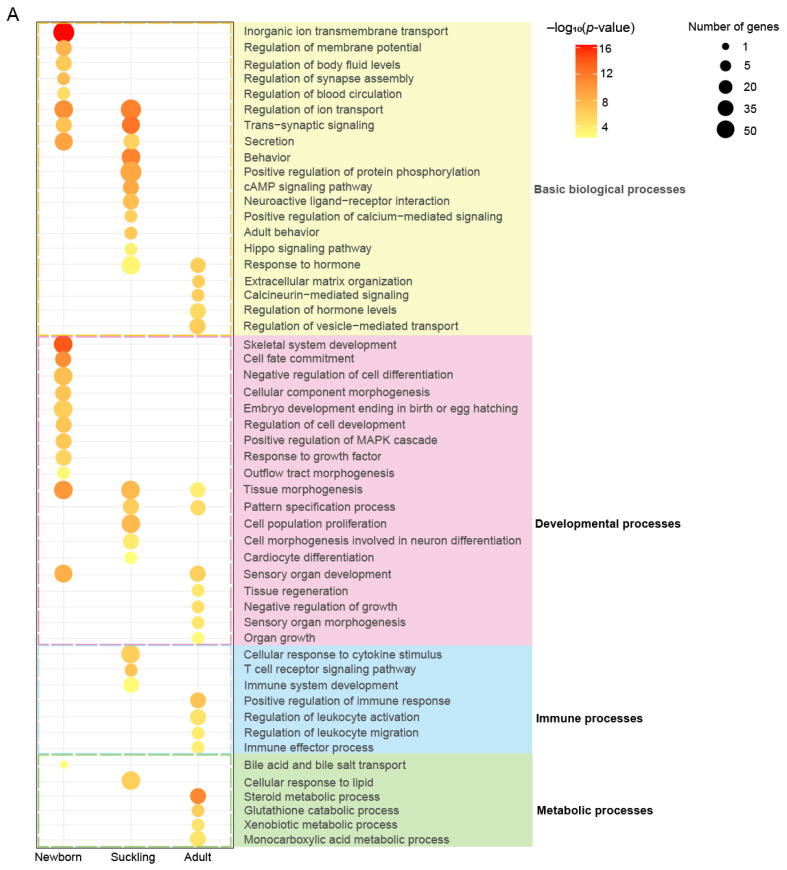

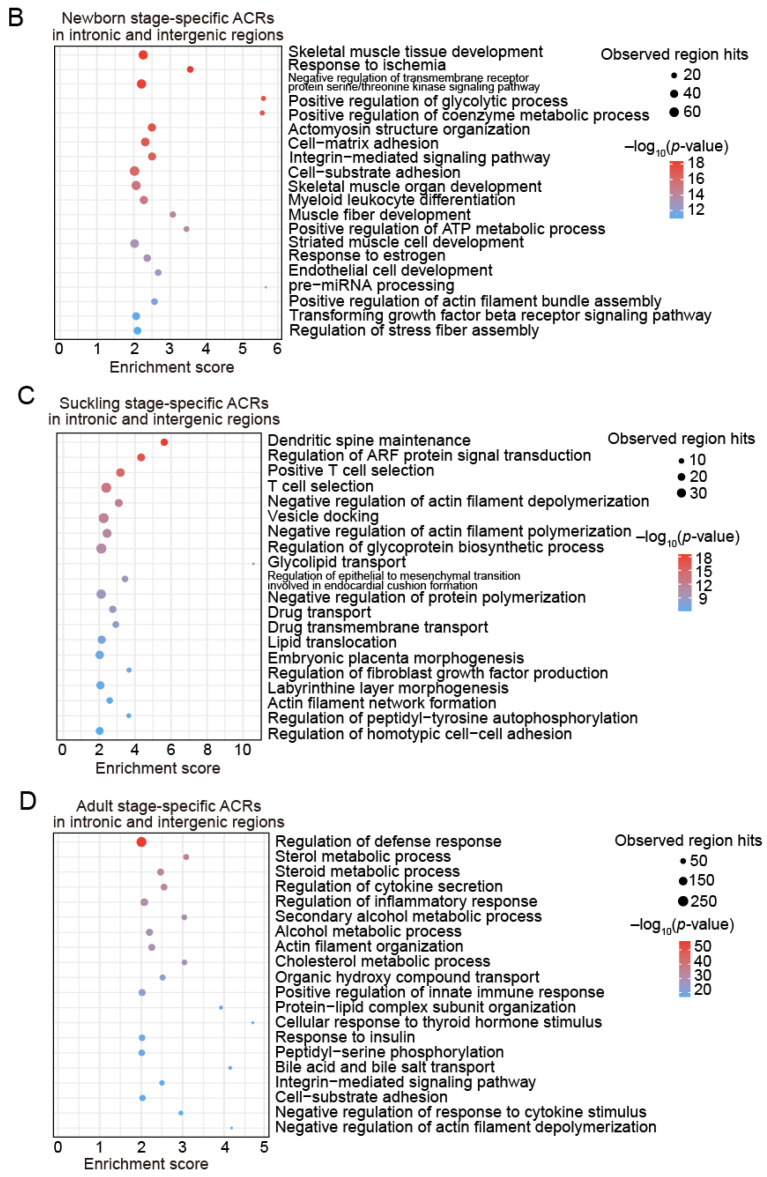
Functional enrichment analyses of stage-specific ACRs during postnatal liver development. (**A**) The top 20 significantly enriched GO-BP terms and KEGG pathways for PCGs with promoter regions located in stage-specific ACRs. The colorful shades of the terms highlight the term categories, including general biological processes (yellow), developmental processes (pink), immune processes (blue), and metabolic processes (green). (**B**–**D**) Bubble plots showing the enrichment of GO-BP terms in the newborn (**B**), suckling (**C**), and adult (**D**) stage-specific ACRs in intronic and intergenic regions. The enrichment analyses were performed using the GREAT software (v 4.0.4).

## Data Availability

The ATAC-seq and RNA-seq data newly generated for this study are available in the Sequence Read Archive (SRA) under the BioProject number PRJNA953794 and Gene Expression Omnibus (GEO) under the accession number GSE229522. High-throughput sequencing ChIP-seq data (H3K4me3 and H3K27me3) were used in this study are available the GEO under accession number GSE158430. High-throughput sequencing RNA-seq data were downloaded in this study are available the GSA under accession number CRA009370.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms241311076/s1.

# Supplementary material for: Profiling of Chromatin Accessibility in Pigs across Multiple Tissues and Developmental Stages
**Source:** Int J Mol Sci. 2023 Jul 4;24(13):11076. doi: 10.3390/ijms241311076
**Supplement:** Supplementary file 1

## Supplementary information

### Supplementary figures

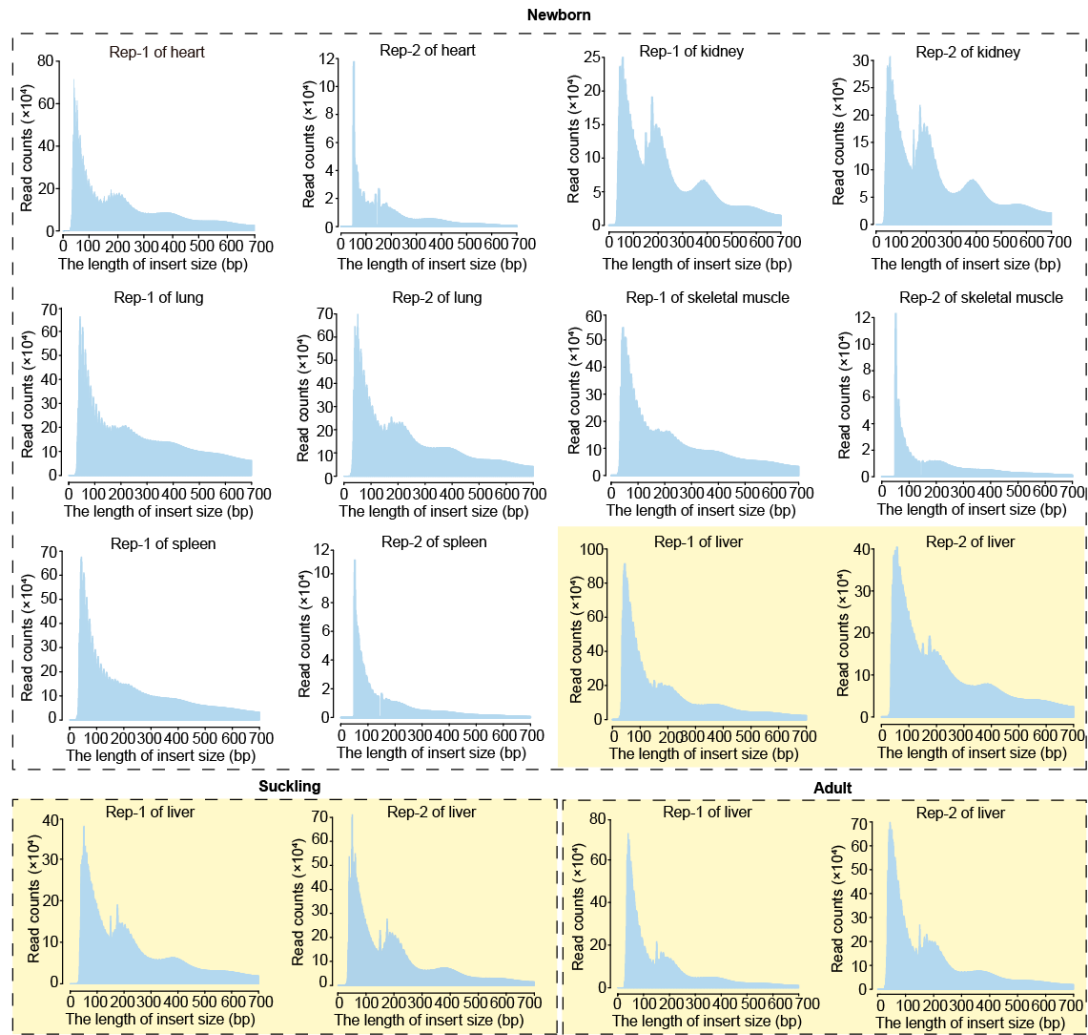

**Figure S1. Insert size distribution of all samples ( $n = 16$ ). The yellow squares indicate liver samples across developmental stages (i.e., newborn, suckling, and adult).**

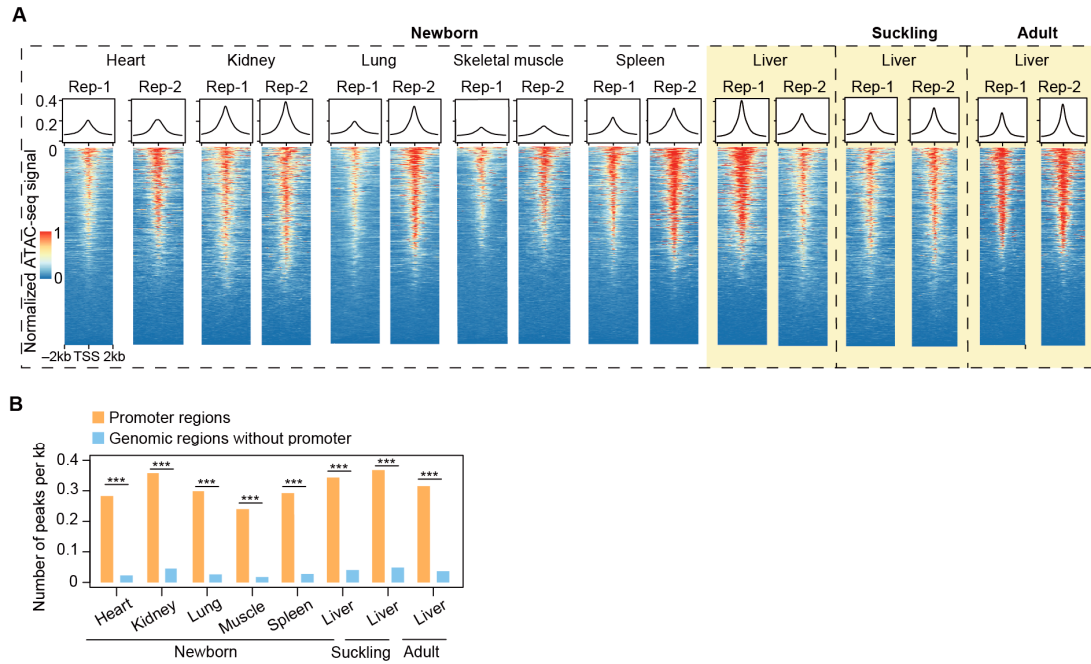

**Figure S2. The normalized ATAC-seq signal enriched in TSS and the density of peaks show higher levels in promoter regions than other genomic regions across samples. (A)** Line charts (top) and heatmaps (bottom), sorted by normalized ATAC-seq signal intensity, depicting the enrichment of normalized ATAC-seq signal centered on TSS across samples ( $n = 16$ ). The yellow squares indicate liver samples across developmental stages (i.e., newborn, suckling, and adult). **(B)** The number of peaks per kb are higher in promoter regions (orange) than other genomic regions without promoters (blue;  $***p < 0.001$ ).

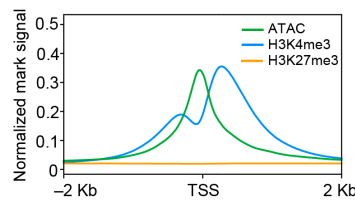

**Figure S3. The two types of histone marks (H3K4me3, H3K27me3) for two replicates of liver tissue from pigs at six months were downloaded. The normalized ATAC (green), H3K4me3 (blue) and H3K27me3 (yellow) signal depicting around the TSS of PCGs ( $n = 22,040$ ).**

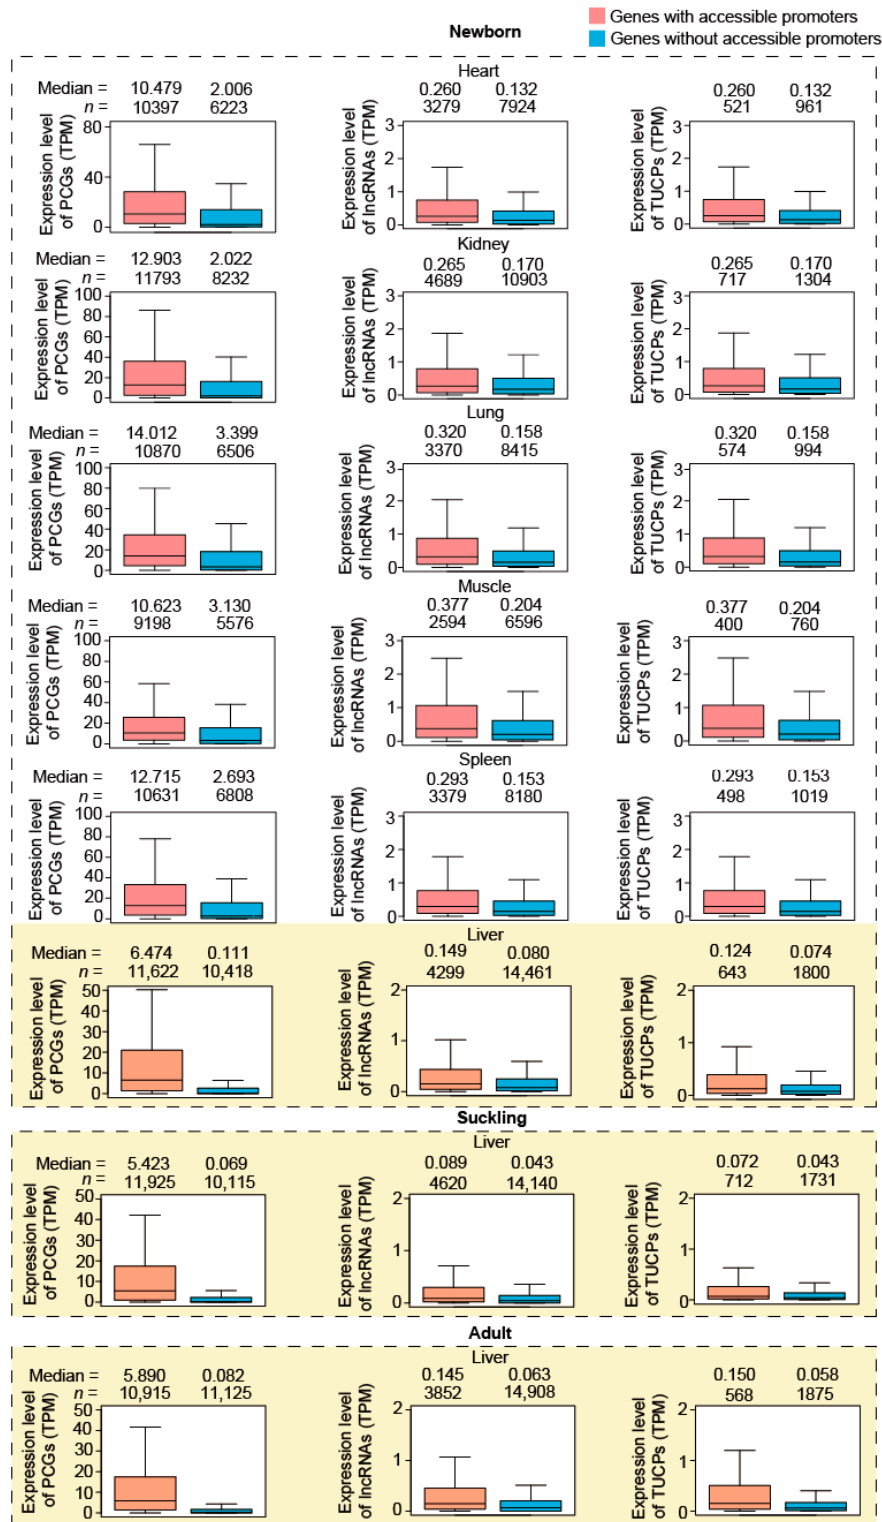

**Figure S6. Expression levels (TPM) of PCGs (left), lncRNAs (middle), and TUCPs (right) with accessible promoters showed higher expression than those with no accessible promoters across samples ( $n = 16$ ). Gene numbers are indicated above the plots. Yellow squares indicate liver samples across developmental stages (i.e., newborn, suckling, and adult).**

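The expression of all annotated genes in a class, whatever the state of their promoters, gives a scale for Figure S6. In suckling liver, the median TPM per library was 1.55 ± 0.118 (SD, n = 2) for PCGs, 0.0472 ± 0.00541 (SD, n = 2) for lncRNAs and 0.0475 ± 0.00451 (SD, n = 2) for TUCPs. In adult liver, it was 1.46 ± 0.120 (SD, n = 2) for PCGs, 0.0705 ± 0.00327 (SD, n = 2) for lncRNAs and 0.0672 ± 0.00176 (SD, n = 2) for TUCPs. The medians of lncRNAs and TUCPs were higher in both adult libraries than in both suckling libraries, and those of PCGs overlapped. These medians include genes listed at 0 TPM, which were between 4442 and 4532 PCGs, between 5343 and 6107 lncRNAs and between 518 and 594 TUCPs per library. Promoter accessibility itself is not analysed here.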

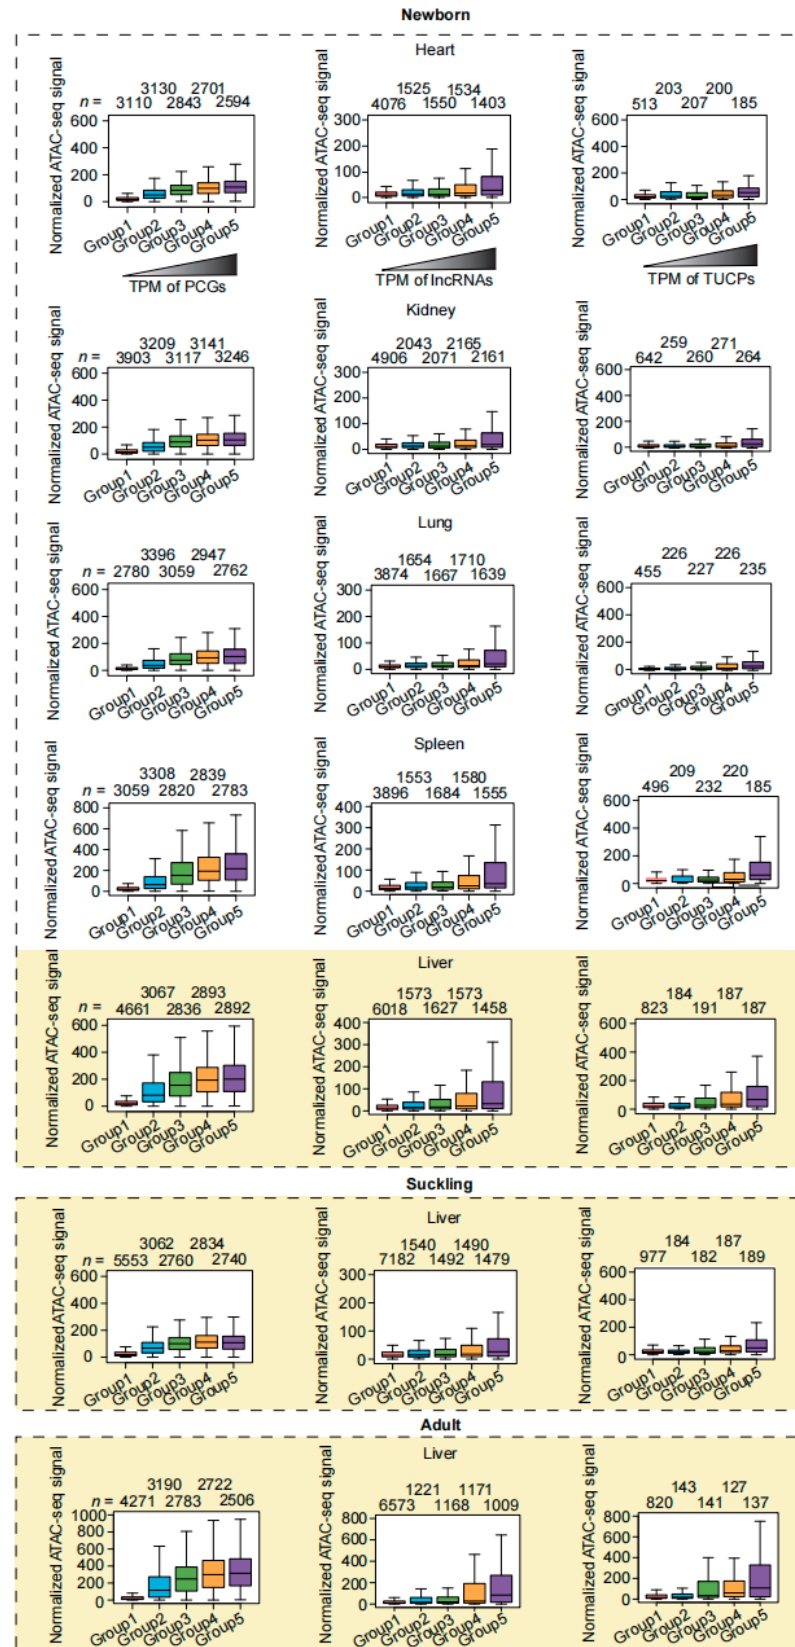

**Figure S7. Normalized ATAC-seq signals of PCGs (left), lncRNAs (middle), and TUCPs (right) increased with expression level.** Genes were classified into five groups, with expression increasing from group 1 to 5. Gene numbers are indicated above the plots.

The yellow squares indicate liver samples across developmental stages (i.e., newborn, suckling, and adult).

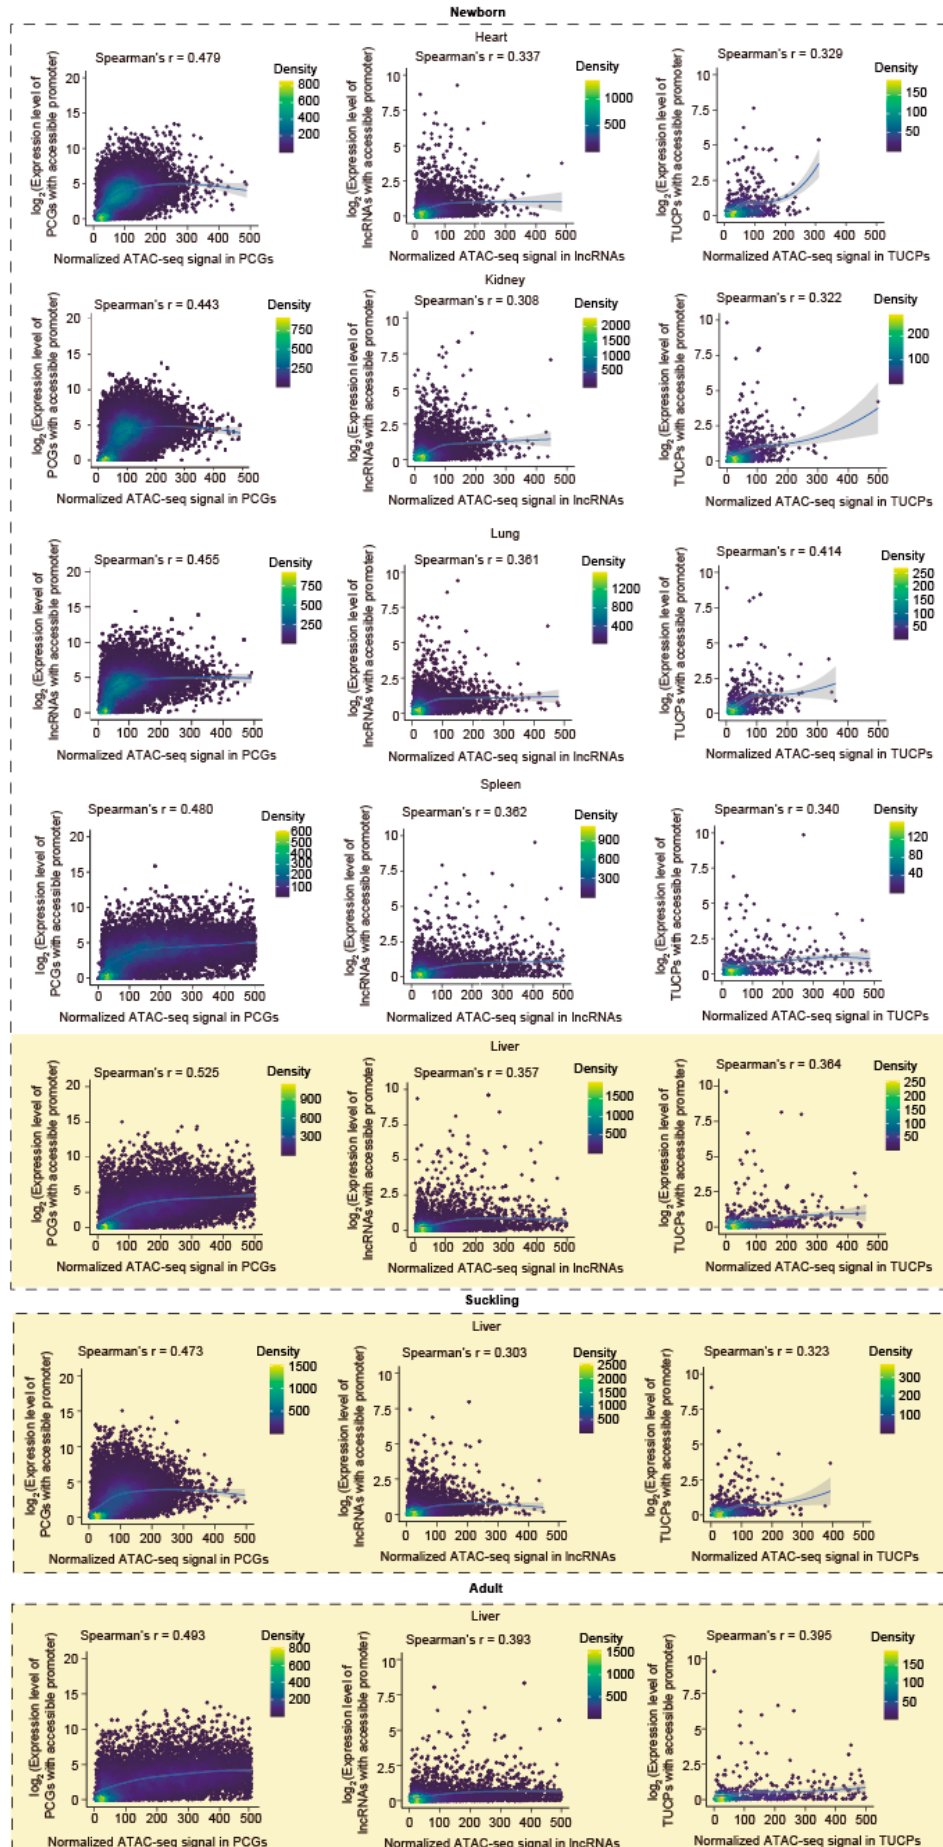

**Figure S8. The correlation between chromatin accessibility (measured by normalized ATAC-seq signal) and gene expression (measured by TPM using RNA-seq data) in five newborn and liver tissues at the sucking and adult stages.** Three types of transcripts are surveyed here, including PCGs, lncRNAs and TUCPs. The gray dashed lines represent the fitting lines. The yellow squares indicate liver samples across developmental stages (i.e., newborn, suckling, and adult).

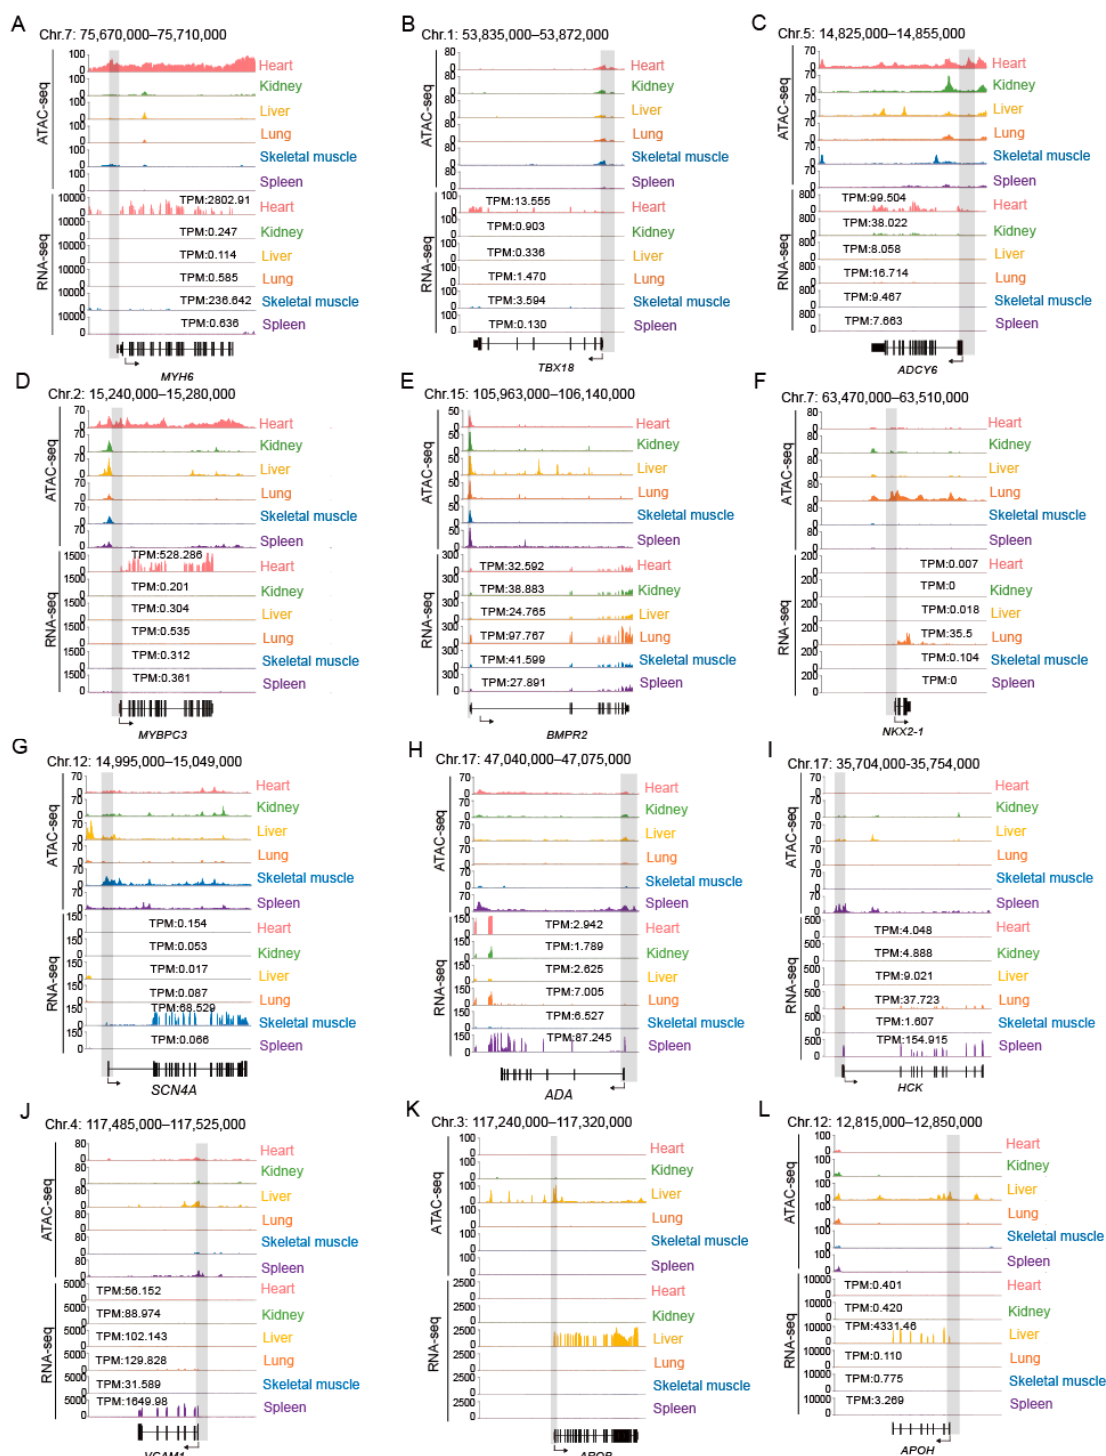

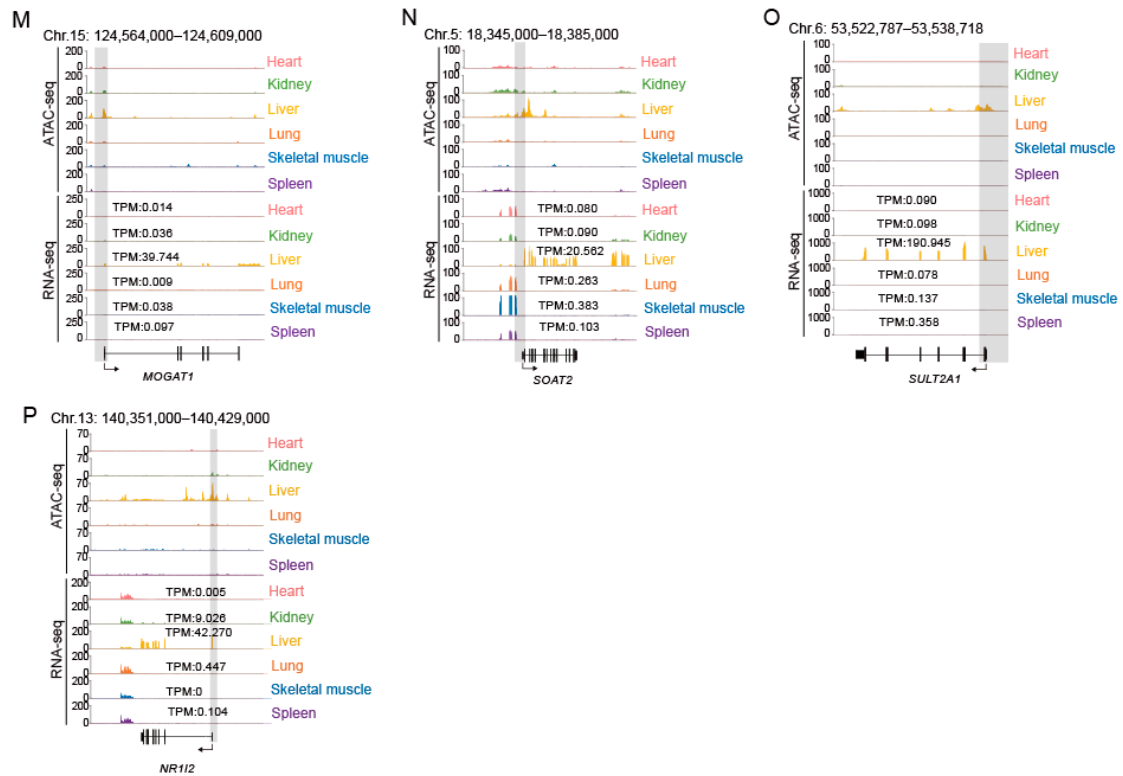

**Figure S9. Representative PCGs with tissue-specific accessible promoters and high expression in the corresponding tissue, including *MYH6* (A), *TBX18* (B), *ADCY6* (C), *MYBPC3* (D), *BMPR2* (E), *NKX2-1* (F), *SCN4A* (G), *ADA* (H), *HCK* (I), *VCAM1* (J), *APOB* (K), *APOH* (L), *MOGAT1* (M), *SOAT2* (N), *SULT2A1* (O), and *NR1I2* (P).** Chromatin accessibility was measured by the normalized ATAC-seq signals (top tracks), while the expression level was measured by normalized RNA-seq counts (bottom tracks) and TPM (beside the RNA-seq signal tracks). The grey squares indicate the promoter regions of corresponding genes.

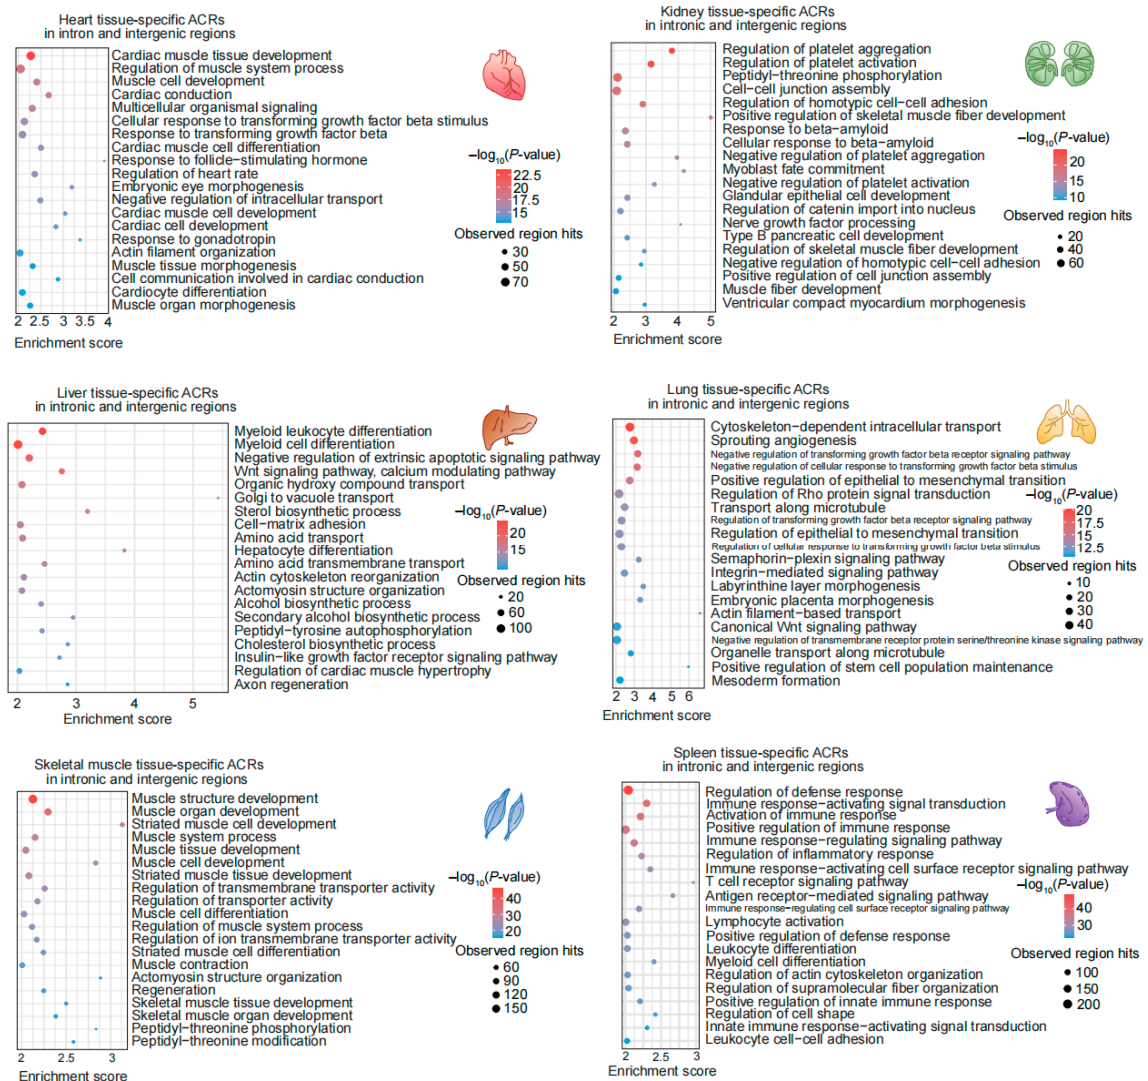

**Figure S10. Enrichment of GO-BP terms for tissue-specific ACRs in the intronic and intergenic regions in the heart, kidney, liver, lung, skeletal muscle and spleen tissue at the newborn stage.**

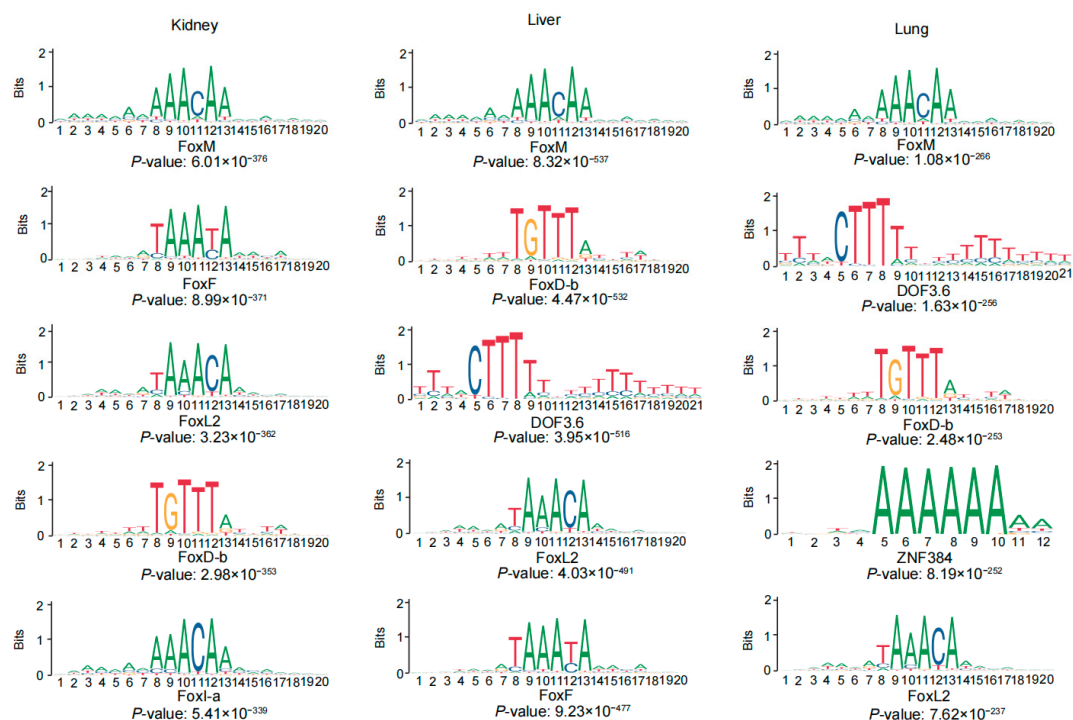

**Figure S11.** The top five enriched TF binding motifs identified in the kidney- (left), liver- (middle), and lung-specific ACRs (right) using the JASPAR database.

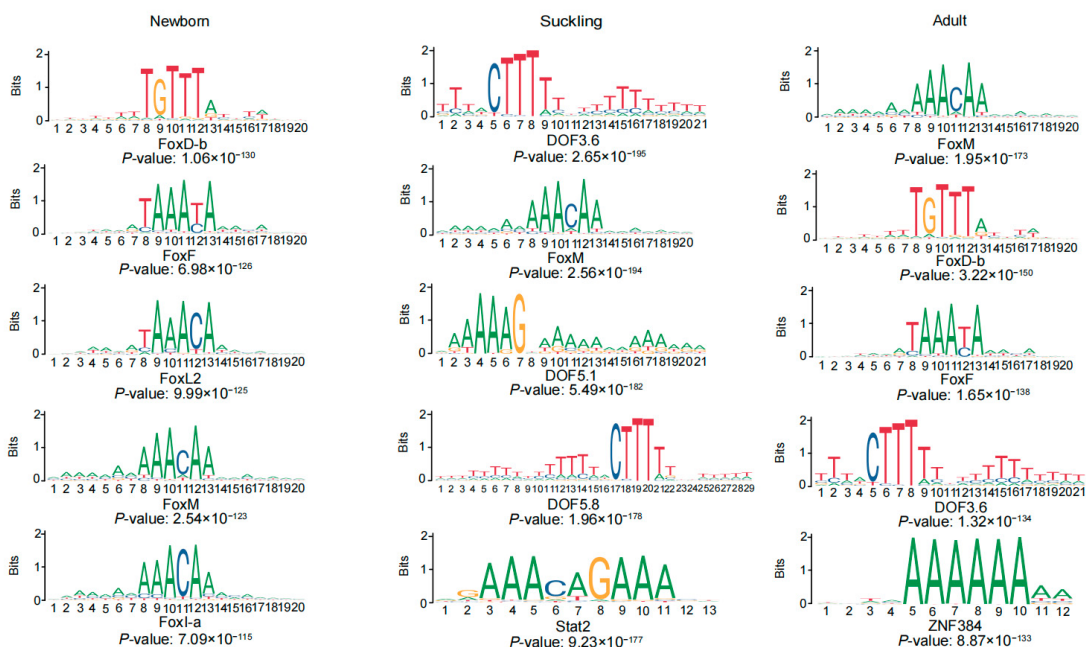

**Figure S12.** The top five enriched TF binding motifs identified in the newborn (left), sucking (middle), and adult stage-specific ACRs (right) of liver using the JASPAR database.

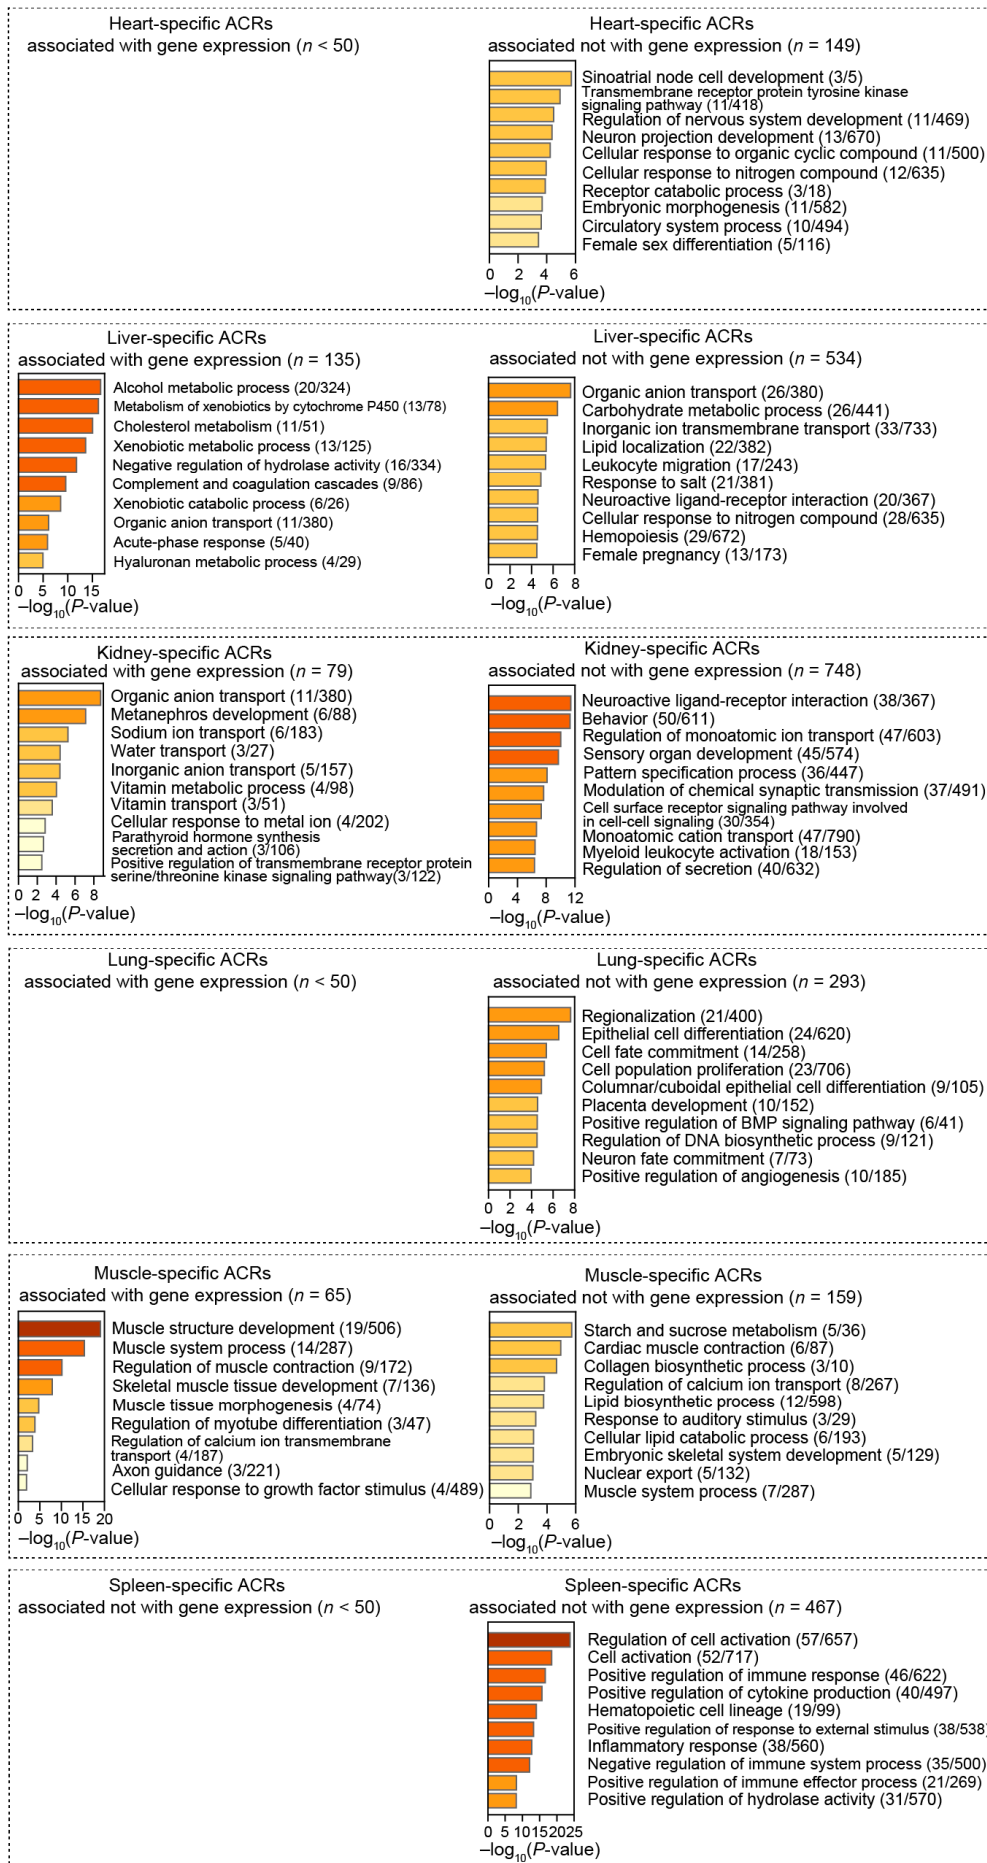

**Figure S13. Top ten enriched terms for the tissue-specific ACRs to PCGs consistent or not with expression levels of tissue-specific gene in heart, kidney, liver, lung, skeletal muscle and spleen in newborn stage.** Only the enriched terms for tissues with >50 tissue-specific PCGs with specific ACRs are shown. Gene enrichment analysis was performed using the software Metascape.

## Supplementary tables

**Table S1. Summary of the ATAC-seq data ( $n = 16$ ) generated in this study.**

| Tissue          | Stages   | Biological replicates | High-quality reads | Mapped reads | Mapping ratio (%) | Informative reads |
|-----------------|----------|-----------------------|--------------------|--------------|-------------------|-------------------|
| Heart           | Newborn  | Rep1                  | 130,710,817        | 95,921,818   | 73.38             | 76,957,416        |
|                 |          | Rep2                  | 82,165,174         | 68,562,123   | 83.44             | 47,472,158        |
| Kidney          | Newborn  | Rep1                  | 116,082,623        | 95,991,269   | 82.69             | 45,825,946        |
|                 |          | Rep2                  | 133,222,601        | 106,621,134  | 80.03             | 56,111,170        |
| Lung            | Newborn  | Rep1                  | 162,983,352        | 127,507,349  | 78.23             | 106,006,361       |
|                 |          | Rep2                  | 157,156,878        | 127,539,132  | 81.15             | 101,964,915       |
| Skeletal muscle | Newborn  | Rep1                  | 128,644,239        | 96,597,915   | 75.09             | 79,274,393        |
|                 |          | Rep2                  | 84,779,458         | 67,044,168   | 79.08             | 51,384,531        |
| Spleen          | Newborn  | Rep1                  | 122,841,002        | 98,587,856   | 80.26             | 81,988,801        |
|                 |          | Rep2                  | 82,447,044         | 70,805,623   | 85.88             | 53,752,771        |
| Liver           | Newborn  | Rep1                  | 161,719,547        | 136,819,053  | 84.60             | 93,913,184        |
|                 |          | Rep2                  | 142,651,033        | 110,285,853  | 77.31             | 67,630,830        |
| Liver           | Suckling | Rep1                  | 137,358,377        | 100,317,502  | 73.03             | 55,182,715        |
|                 |          | Rep2                  | 167,117,020        | 122,646,712  | 73.39             | 72,714,120        |
| Liver           | Adult    | Rep1                  | 157,243,178        | 94,633,060   | 60.18             | 61,540,059        |
|                 |          | Rep2                  | 138,886,466        | 109,345,100  | 78.73             | 79,807,245        |

**Table S2. Detailed information of ATAC-seq peaks, consensus peaks and tissue- or stage-specific peaks identified in the samples ( $n = 16$ ).**

| Tissue          | Stages   | Biological replicates | Peaks numbers | Consensus peak numbers | No. of consensus peaks overlapping with |        |      | No. of tissue- or stage-specific peaks overlapping with |        |      | No. of genes or transcripts overlapping with tissue- or stage-specific peaks |        |      | No. of PCGs with promoters overlapping with peaks |
|-----------------|----------|-----------------------|---------------|------------------------|-----------------------------------------|--------|------|---------------------------------------------------------|--------|------|------------------------------------------------------------------------------|--------|------|---------------------------------------------------|
|                 |          |                       |               |                        | PCG                                     | lncRNA | TUCP | PCG                                                     | lncRNA | TUCP | PCG                                                                          | lncRNA | TUCP |                                                   |
| Heart           | Newborn  | Rep1                  | 160,462       | 72920                  | 38841                                   | 28044  | 3505 | 5565                                                    | 6139   | 679  | 3490                                                                         | 3809   | 422  | 220                                               |
|                 |          | Rep2                  | 141,951       |                        |                                         |        |      |                                                         |        |      |                                                                              |        |      |                                                   |
| Kidney          | Newborn  | Rep1                  | 221,461       | 133254                 | 66502                                   | 54701  | 6980 | 19769                                                   | 21998  | 2702 | 8649                                                                         | 8800   | 1067 | 970                                               |
|                 |          | Rep2                  | 244,304       |                        |                                         |        |      |                                                         |        |      |                                                                              |        |      |                                                   |
| Lung            | Newborn  | Rep1                  | 183,598       | 80657                  | 43335                                   | 30307  | 3765 | 8059                                                    | 8068   | 839  | 4792                                                                         | 4779   | 531  | 410                                               |
|                 |          | Rep2                  | 205,830       |                        |                                         |        |      |                                                         |        |      |                                                                              |        |      |                                                   |
| Skeletal muscle | Newborn  | Rep1                  | 115,523       | 57126                  | 30846                                   | 21334  | 2649 | 5642                                                    | 5939   | 637  | 3442                                                                         | 3538   | 384  | 270                                               |
|                 |          | Rep2                  | 118,584       |                        |                                         |        |      |                                                         |        |      |                                                                              |        |      |                                                   |
| Spleen          | Newborn  | Rep1                  | 173,694       | 84327                  | 45934                                   | 31524  | 3830 | 9982                                                    | 8932   | 926  | 5578                                                                         | 5029   | 571  | 574                                               |
|                 |          | Rep2                  | 149,660       |                        |                                         |        |      |                                                         |        |      |                                                                              |        |      |                                                   |
| Liver           | Newborn  | Rep1                  | 240,651       | 120012                 | 64853                                   | 45111  | 5539 | 17011                                                   | 13839  | 1565 | 8183                                                                         | 6867   | 823  | 824                                               |
|                 |          | Rep2                  | 270,293       |                        |                                         |        |      | 10545                                                   | 9043   | 1061 | 6480                                                                         | 5622   | 668  | 731                                               |
| Liver           | Suckling | Rep1                  | 275,336       | 141689                 | 75237                                   | 53522  | 6875 | 17823                                                   | 15910  | 2199 | 8826                                                                         | 4823   | 1020 | 1028                                              |
|                 |          | Rep2                  | 286,446       |                        |                                         |        |      |                                                         |        |      |                                                                              |        |      |                                                   |
| Liver           | Adult    | Rep1                  | 136,452       | 109003                 | 59707                                   | 40357  | 4705 | 10611                                                   | 8444   | 851  | 5875                                                                         | 7734   | 513  | 612                                               |
|                 |          | Rep2                  | 190,255       |                        |                                         |        |      |                                                         |        |      |                                                                              |        |      |                                                   |

**Table S3. Summary of the RNA-seq data ( $n = 16$ ) used in this study, including 12 newborn porcine tissue samples downloaded from the GSA database.**

| Tissue          | Stages   | Biological replicates | High-quality data (Gb) | Uniquely mapped data (Gb) | Uniquely mapped ratio | Expressed genes number |        |      |
|-----------------|----------|-----------------------|------------------------|---------------------------|-----------------------|------------------------|--------|------|
|                 |          |                       |                        |                           |                       | PCG                    | lncRNA | TUCP |
| Heart           | Newborn  | Rep1                  | 15.98                  | 13.35                     | 83.57                 | 13827                  | 10764  | 1397 |
|                 |          | Rep2                  | 16.13                  | 13.85                     | 85.82                 |                        |        |      |
| Kidney          | Newborn  | Rep1                  | 16.03                  | 13.74                     | 85.7                  | 14777                  | 11921  | 1533 |
|                 |          | Rep2                  | 15.47                  | 13.89                     | 89.8                  |                        |        |      |
| Lung            | Newborn  | Rep1                  | 15.98                  | 12.87                     | 80.55                 | 14860                  | 11421  | 1543 |
|                 |          | Rep2                  | 16.12                  | 13.87                     | 86.03                 |                        |        |      |
| Skeletal muscle | Newborn  | Rep1                  | 16.54                  | 11.91                     | 71.99                 | 13657                  | 11789  | 1601 |
|                 |          | Rep2                  | 15.61                  | 13.01                     | 83.34                 |                        |        |      |
| Spleen          | Newborn  | Rep1                  | 16.00                  | 13.70                     | 85.64                 | 14267                  | 11025  | 1470 |
|                 |          | Rep2                  | 15.74                  | 13.47                     | 85.53                 |                        |        |      |
| Liver           | Newborn  | Rep1                  | 16.48                  | 13.01                     | 78.91                 | 13372                  | 9061   | 1109 |
|                 |          | Rep2                  | 16.84                  | 12.30                     | 73.06                 |                        |        |      |
| Liver           | Suckling | Rep1                  | 15.23                  | 12.29                     | 80.71                 | 12966                  | 6732   | 847  |
|                 |          | Rep2                  | 15.46                  | 12.34                     | 79.79                 |                        |        |      |
| Liver           | Adult    | Rep1                  | 15.43                  | 11.16                     | 72.3                  | 12891                  | 8236   | 1022 |
|                 |          | Rep2                  | 15.45                  | 12.04                     | 77.93                 |                        |        |      |

**Table S4. Detailed information of the top ten TF binding motifs identified in the tissue-specific ATAC-seq peaks.**

| Tissue | Rank | Motif ID* | Alternate ID*  | Consensus*           | P-value*                | E-value*                |
|--------|------|-----------|----------------|----------------------|-------------------------|-------------------------|
| Heart  | 1    | MA0052.4  | MEF2A          | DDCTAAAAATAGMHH      | $1.12 \times 10^{-199}$ | $6.41 \times 10^{-193}$ |
|        | 2    | MA0497.1  | MEF2C          | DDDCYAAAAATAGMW      | $4.43 \times 10^{-193}$ | $2.11 \times 10^{-186}$ |
|        | 3    | MA0940.1  | AP1            | MYAAAAAWRGAAA        | $1.39 \times 10^{-112}$ | $1.00 \times 10^{-105}$ |
|        | 4    | MA1623.1  | Stat2          | RGAAACAGAAASH        | $1.32 \times 10^{-111}$ | $8.37 \times 10^{-105}$ |
|        | 5    | MA0660.1  | MEF2B          | RCTAWAAATAGC         | $1.56 \times 10^{-109}$ | $1.79 \times 10^{-103}$ |
|        | 6    | MA0773.1  | MEF2D          | DCTAWAAATAGM         | $8.99 \times 10^{-103}$ | $1.01 \times 10^{-96}$  |
|        | 7    | MA1274.1  | DOF3.6         | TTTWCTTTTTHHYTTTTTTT | $2.35 \times 10^{-99}$  | $1.24 \times 10^{-92}$  |
|        | 8    | MA1823.1  | Zm00001d027846 | RRAAGAAAAARR         | $2.77 \times 10^{-94}$  | $2.48 \times 10^{-87}$  |
|        | 9    | MA0543.1  | eor-1          | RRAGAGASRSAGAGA      | $6.38 \times 10^{-93}$  | $3.54 \times 10^{-86}$  |
|        | 10   | MA1871.1  | FoxM           | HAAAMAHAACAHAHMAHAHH | $4.39 \times 10^{-92}$  | $3.16 \times 10^{-85}$  |
| Kidney | 1    | MA0052.4  | MEF2A          | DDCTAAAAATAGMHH      | $1.12 \times 10^{-199}$ | $6.41 \times 10^{-193}$ |
|        | 2    | MA0497.1  | MEF2C          | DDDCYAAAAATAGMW      | $4.43 \times 10^{-193}$ | $2.11 \times 10^{-186}$ |
|        | 3    | MA0940.1  | AP1            | MYAAAAAWRGAAA        | $1.39 \times 10^{-112}$ | $1 \times 10^{-105}$    |
|        | 4    | MA1623.1  | Stat2          | RGAAACAGAAASH        | $1.32 \times 10^{-111}$ | $8.37 \times 10^{-105}$ |
|        | 5    | MA0660.1  | MEF2B          | RCTAWAAATAGC         | $1.56 \times 10^{-109}$ | $1.79 \times 10^{-103}$ |
|        | 6    | MA0773.1  | MEF2D          | DCTAWAAATAGM         | $8.99 \times 10^{-103}$ | $1.01 \times 10^{-96}$  |
|        | 7    | MA1274.1  | DOF3.6         | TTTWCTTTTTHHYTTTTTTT | $2.35 \times 10^{-99}$  | $1.24 \times 10^{-92}$  |
|        | 8    | MA1823.1  | Zm00001d027846 | RRAAGAAAAARR         | $2.77 \times 10^{-94}$  | $2.48 \times 10^{-87}$  |
|        | 9    | MA0543.1  | eor-1          | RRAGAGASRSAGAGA      | $6.38 \times 10^{-93}$  | $3.54 \times 10^{-86}$  |
|        | 10   | MA1871.1  | FoxM           | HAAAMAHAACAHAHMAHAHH | $4.39 \times 10^{-92}$  | $3.16 \times 10^{-85}$  |
| Liver  | 1    | MA1871.1  | FoxM           | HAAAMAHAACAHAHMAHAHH | $6.51 \times 10^{-541}$ | $1.63 \times 10^{-533}$ |
|        | 2    | MA1862.1  | FoxD-b         | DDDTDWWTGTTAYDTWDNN  | $3.43 \times 10^{-536}$ | $8.74 \times 10^{-529}$ |
|        | 3    | MA1274.1  | DOF3.6         | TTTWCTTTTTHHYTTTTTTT | $4.38 \times 10^{-520}$ | $7.72 \times 10^{-513}$ |
|        | 4    | MA1870.1  | FoxL2          | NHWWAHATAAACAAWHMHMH | $3.28 \times 10^{-495}$ | $7.88 \times 10^{-488}$ |

|                 |    |          |         |                               |                         |                         |
|-----------------|----|----------|---------|-------------------------------|-------------------------|-------------------------|
|                 | 5  | MA1864.1 | FoxF    | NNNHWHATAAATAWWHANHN          | $9.07 \times 10^{-481}$ | $1.81 \times 10^{-473}$ |
|                 | 6  | MA1869.1 | FoxK    | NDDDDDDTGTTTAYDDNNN           | $6.63 \times 10^{-472}$ | $1.84 \times 10^{-464}$ |
|                 | 7  | MA1281.1 | DOF5.1  | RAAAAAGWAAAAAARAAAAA          | $2.15 \times 10^{-456}$ | $3.67 \times 10^{-449}$ |
|                 | 8  | MA1267.1 | DOF5.8  | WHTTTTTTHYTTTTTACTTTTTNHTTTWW | $6.11 \times 10^{-450}$ | $9.70 \times 10^{-443}$ |
|                 | 9  | MA1866.1 | FoxI-a  | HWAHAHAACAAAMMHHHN            | $2.17 \times 10^{-443}$ | $5.62 \times 10^{-436}$ |
|                 | 10 | MA1125.1 | ZNF384  | DNWMAAAAAA                    | $2.69 \times 10^{-432}$ | $4.51 \times 10^{-425}$ |
| Lung            | 1  | MA1871.1 | FoxM    | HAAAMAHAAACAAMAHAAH           | $1.67 \times 10^{-270}$ | $2.12 \times 10^{-263}$ |
|                 | 2  | MA1274.1 | DOF3.6  | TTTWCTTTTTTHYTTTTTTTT         | $3.37 \times 10^{-260}$ | $3.19 \times 10^{-253}$ |
|                 | 3  | MA1862.1 | FoxD-b  | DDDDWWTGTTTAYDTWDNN           | $3.74 \times 10^{-257}$ | $4.85 \times 10^{-250}$ |
|                 | 4  | MA1125.1 | ZNF384  | DNWMAAAAAA                    | $1.74 \times 10^{-255}$ | $1.6 \times 10^{-248}$  |
|                 | 5  | MA1870.1 | FoxL2   | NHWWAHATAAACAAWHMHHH          | $1.22 \times 10^{-240}$ | $1.49 \times 10^{-233}$ |
|                 | 6  | MA1864.1 | FoxF    | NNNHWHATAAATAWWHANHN          | $5.24 \times 10^{-226}$ | $5.28 \times 10^{-219}$ |
|                 | 7  | MA1869.1 | FoxK    | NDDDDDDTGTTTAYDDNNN           | $6.78 \times 10^{-220}$ | $9.41 \times 10^{-213}$ |
|                 | 8  | MA1267.1 | DOF5.8  | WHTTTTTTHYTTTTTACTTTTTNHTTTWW | $4.39 \times 10^{-212}$ | $3.7 \times 10^{-205}$  |
|                 | 9  | MA1866.1 | FoxI-a  | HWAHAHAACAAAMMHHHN            | $2.34 \times 10^{-205}$ | $2.98 \times 10^{-198}$ |
|                 | 10 | MA1281.1 | DOF5.1  | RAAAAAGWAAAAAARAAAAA          | $8.78 \times 10^{-201}$ | $7.93 \times 10^{-194}$ |
| Skeletal muscle | 1  | MA0052.4 | MEF2A   | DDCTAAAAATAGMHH               | $1.32 \times 10^{-170}$ | $7.42 \times 10^{-164}$ |
|                 | 2  | MA0497.1 | MEF2C   | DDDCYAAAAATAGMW               | $1.79 \times 10^{-155}$ | $8.23 \times 10^{-149}$ |
|                 | 3  | MA1845.1 | Atoh7   | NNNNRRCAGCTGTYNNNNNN          | $8.17 \times 10^{-154}$ | $8.35 \times 10^{-147}$ |
|                 | 4  | MA1100.2 | ASCL1   | VGCAGCTGCN                    | $1.45 \times 10^{-148}$ | $1.63 \times 10^{-141}$ |
|                 | 5  | MA0499.2 | MYOD1   | NNGCACCTGTCNB                 | $4.22 \times 10^{-141}$ | $3.51 \times 10^{-134}$ |
|                 | 6  | MA0816.1 | Ascl2   | ARCAGCTGCT                    | $5.29 \times 10^{-135}$ | $3.83 \times 10^{-128}$ |
|                 | 7  | MA1641.1 | MYF5    | NVACAGCTGTBN                  | $4 \times 10^{-134}$    | $3.01 \times 10^{-127}$ |
|                 | 8  | MA1472.2 | Bhlha15 | NVACAGCTGTBN                  | $5.99 \times 10^{-133}$ | $4.45 \times 10^{-126}$ |
|                 | 9  | MA1619.1 | Ptf1A   | NNACAGCTGTNN                  | $7.55 \times 10^{-129}$ | $5.96 \times 10^{-122}$ |
|                 | 10 | MA0521.2 | Tcf12   | NNACAGCTGTNN                  | $1.63 \times 10^{-127}$ | $1.23 \times 10^{-120}$ |

|        |    |          |       |                      |                         |                         |
|--------|----|----------|-------|----------------------|-------------------------|-------------------------|
| Spleen | 1  | MA1853.1 | Erf-a | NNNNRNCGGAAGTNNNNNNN | $3.76 \times 10^{-500}$ | $5.94 \times 10^{-493}$ |
|        | 2  | MA0080.6 | Spi1  | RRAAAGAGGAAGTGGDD    | $6.47 \times 10^{-484}$ | $8.77 \times 10^{-477}$ |
|        | 3  | MA0598.3 | EHF   | NNCACTTCCTGTNN       | $5.35 \times 10^{-474}$ | $7.71 \times 10^{-467}$ |
|        | 4  | MA0081.2 | SPIB  | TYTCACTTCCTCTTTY     | $3.55 \times 10^{-425}$ | $4.37 \times 10^{-418}$ |
|        | 5  | MA0474.3 | Erg   | NNACAGGAAGTGVN       | $4.58 \times 10^{-425}$ | $6.55 \times 10^{-418}$ |
|        | 6  | MA0640.2 | ELF3  | NNCCACTTCCTGNT       | $1.77 \times 10^{-412}$ | $2.79 \times 10^{-405}$ |
|        | 7  | MA0761.2 | ETV1  | NNACAGGAAGTGNN       | $2.77 \times 10^{-391}$ | $3.94 \times 10^{-384}$ |
|        | 8  | MA0062.3 | GABPA | NNCACTTCCTGTNN       | $5.15 \times 10^{-389}$ | $7.63 \times 10^{-382}$ |
|        | 9  | MA0136.3 | Elf5  | RVAAGGAAGTNN         | $9.89 \times 10^{-369}$ | $1.66 \times 10^{-361}$ |
|        | 10 | MA1508.1 | IKZF1 | VVAACAGGAARN         | $3.56 \times 10^{-365}$ | $6.18 \times 10^{-358}$ |

\*Motif ID: The name of the motif, which is unique in the JASPAR database.

\*Alternate ID: An alternate name for the motif that may be provided in the JASPAR database.

\*Consensus: A consensus sequence computed from the motif.

\*P-value: The optimal enrichment p-value of the motif according to the statistical test, adjusted for multiple tests using a Bonferroni correction.

\*E-value: The expected number of random motifs that would be as enriched in the (primary) sequences as this one. The E-value is the adjusted p-value multiplied by the number of motifs in the motif file.

**Table S5. Detailed information of the top ten TF binding motifs identified in the stage-specific ATAC-seq peaks.**

| Tissue   | Rank | Motif ID | Alternate ID   | Consensus                     | P-value                 | E-value                 |
|----------|------|----------|----------------|-------------------------------|-------------------------|-------------------------|
| Newborn  | 1    | MA1862.1 | FoxD-b         | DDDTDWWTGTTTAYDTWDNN          | $2.91 \times 10^{-134}$ | $2.07 \times 10^{-127}$ |
|          | 2    | MA1864.1 | FoxF           | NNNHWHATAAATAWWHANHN          | $2.41 \times 10^{-129}$ | $1.37 \times 10^{-122}$ |
|          | 3    | MA1870.1 | FoxL2          | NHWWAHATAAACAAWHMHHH          | $2.85 \times 10^{-128}$ | $1.95 \times 10^{-121}$ |
|          | 4    | MA1871.1 | FoxM           | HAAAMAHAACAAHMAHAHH           | $7.25 \times 10^{-127}$ | $4.96 \times 10^{-120}$ |
|          | 5    | MA1866.1 | Foxl-a         | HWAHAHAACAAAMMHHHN            | $1.92 \times 10^{-118}$ | $1.39 \times 10^{-111}$ |
|          | 6    | MA1869.1 | FoxK           | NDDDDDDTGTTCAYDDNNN           | $8.35 \times 10^{-116}$ | $6.71 \times 10^{-109}$ |
|          | 7    | MA1274.1 | DOF3.6         | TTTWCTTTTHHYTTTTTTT           | $5.72 \times 10^{-113}$ | $2.52 \times 10^{-106}$ |
|          | 8    | MA1623.1 | Stat2          | RGAAACAGAAASH                 | $3.21 \times 10^{-105}$ | $1.88 \times 10^{-98}$  |
|          | 9    | MA1281.1 | DOF5.1         | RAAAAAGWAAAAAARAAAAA          | $5.51 \times 10^{-105}$ | $2.35 \times 10^{-98}$  |
|          | 10   | MA1267.1 | DOF5.8         | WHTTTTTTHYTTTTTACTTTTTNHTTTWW | $4.54 \times 10^{-103}$ | $1.74 \times 10^{-96}$  |
| Suckling | 1    | MA1274.1 | DOF3.6         | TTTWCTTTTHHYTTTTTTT           | $8.68 \times 10^{-199}$ | $5.18 \times 10^{-192}$ |
|          | 2    | MA1871.1 | FoxM           | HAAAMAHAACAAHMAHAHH           | $5.72 \times 10^{-198}$ | $5.01 \times 10^{-191}$ |
|          | 3    | MA1281.1 | DOF5.1         | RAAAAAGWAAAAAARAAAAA          | $1.9 \times 10^{-185}$  | $1.07 \times 10^{-178}$ |
|          | 4    | MA1267.1 | DOF5.8         | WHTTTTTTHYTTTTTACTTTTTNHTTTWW | $1.2 \times 10^{-181}$  | $5.79 \times 10^{-175}$ |
|          | 5    | MA1623.1 | Stat2          | RGAAACAGAAASH                 | $2.1 \times 10^{-180}$  | $1.81 \times 10^{-173}$ |
|          | 6    | MA0940.1 | AP1            | MYAAAAAWRGAAA                 | $9.6 \times 10^{-170}$  | $8.16 \times 10^{-163}$ |
|          | 7    | MA1125.1 | ZNF384         | DNWMAAAAAA                    | $1.53 \times 10^{-163}$ | $7.48 \times 10^{-157}$ |
|          | 8    | MA0002.2 | Runx1          | BBYGTGGTTT                    | $8.93 \times 10^{-163}$ | $1.44 \times 10^{-155}$ |
|          | 9    | MA1866.1 | Foxl-a         | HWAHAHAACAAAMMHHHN            | $2.42 \times 10^{-162}$ | $2.35 \times 10^{-155}$ |
|          | 10   | MA1823.1 | Zm00001d027846 | RRAAGAAAAARR                  | $6.76 \times 10^{-161}$ | $7.32 \times 10^{-154}$ |
| Adult    | 1    | MA1871.1 | FoxM           | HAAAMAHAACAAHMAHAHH           | $3.83 \times 10^{-177}$ | $3.82 \times 10^{-170}$ |
|          | 2    | MA1862.1 | FoxD-b         | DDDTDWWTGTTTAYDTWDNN          | $6.46 \times 10^{-154}$ | $6.29 \times 10^{-147}$ |
|          | 3    | MA1864.1 | FoxF           | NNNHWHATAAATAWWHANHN          | $4.53 \times 10^{-142}$ | $3.24 \times 10^{-135}$ |

|    |          |        |                              |                         |                         |
|----|----------|--------|------------------------------|-------------------------|-------------------------|
| 4  | MA1274.1 | DOF3.6 | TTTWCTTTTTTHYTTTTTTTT        | $3.66 \times 10^{-138}$ | $2.58 \times 10^{-131}$ |
| 5  | MA1125.1 | ZNF384 | DNWMAAAAAAAAA                | $2.44 \times 10^{-136}$ | $1.73 \times 10^{-129}$ |
| 6  | MA1870.1 | FoxL2  | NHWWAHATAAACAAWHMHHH         | $2.43 \times 10^{-133}$ | $2.19 \times 10^{-126}$ |
| 7  | MA1866.1 | Foxl-a | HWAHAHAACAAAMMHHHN           | $6.13 \times 10^{-125}$ | $6.03 \times 10^{-118}$ |
| 8  | MA1267.1 | DOF5.8 | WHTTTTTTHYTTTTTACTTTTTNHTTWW | $4.83 \times 10^{-118}$ | $3.10 \times 10^{-111}$ |
| 9  | MA1869.1 | FoxK   | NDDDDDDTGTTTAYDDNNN          | $2.32 \times 10^{-111}$ | $2.39 \times 10^{-104}$ |
| 10 | MA1281.1 | DOF5.1 | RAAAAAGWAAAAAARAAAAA         | $3.82 \times 10^{-108}$ | $2.53 \times 10^{-101}$ |

How the deposited data were processed for this re-analysis (not part of the article)

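RNA-seq was measured in liver of female Berkshire × Tibetan hybrid pigs at 28 days (suckling, 2 libraries) and 180 days (adult, 2 libraries), with full sibs within a stage and different pigs at each stage. The authors deposited TPM for each gene and library: they trimmed the reads, aligned them to the pig genome with STAR and estimated gene-level TPM with Kallisto over a union annotation of PCGs, lncRNAs and TUCPs, without pooling replicates. Each of the 4 libraries sums to 1000000 over the 43243 genes. Another 12 columns of per-sample values in the table were not used. TPM keeps no read depth, so no counting error was computed, and the data volumes quoted are those of the paper's Table S3.

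From these values, correlations between libraries, detected genes, TPM shares and stage differences were computed with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9. Detection used the paper's thresholds, a mean TPM above 0.5 for PCGs and above 0.1 for lncRNAs and TUCPs. Adult and suckling liver were compared with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with an intensity trend in the empirical Bayes step, Benjamini-Hochberg adjustment over all genes tested and an adjusted p threshold of 0.05. Genes entered the test when their mean TPM over the 4 libraries passed the detection threshold of their class. The test was tried on simulated data with 200 changed genes among 21615: it called 64% of them, all with the right sign, and 6.57% of its calls were unchanged genes. Of the 100 genes with a planted change of 2 on the log2 scale it called 56%, and of the 100 with 3 it called 72%. Changed genes were drawn only from those with a mean TPM of at least 1. Simulated values below 0 were set to 0, so a planted decrease could be cut short in genes of low abundance. The rates do not cover genes below 1 TPM, which include 6738 of the 7670 tested lncRNAs.

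The model had no replicate block, since replicate numbers come from the sample labels and the stages are different pigs; a model with the replicate number as a block was an alternative. The other alternatives were another pseudocount, other filters on low values, median-of-ratios scaling, quantile normalization, rescaling without the 10 most abundant genes, an empirical Bayes step without trend, each replicate left out, other gene classes and measures for correlations, and other detection rules. The SD of a median or percentage of stage differences is taken over the 4 pairs of an adult with a suckling library, which share libraries and are not independent.

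The rule for named genes, set before the data were examined, covered every gene the paper names, the PCGs, lncRNAs and TUCPs with the largest changes past the adjusted threshold, and the 5 most abundant genes of each stage. The table lists identifiers without gene symbols, and 0 of the 22040 PCG identifiers matched the reference gene table used here. The genes the paper names and 10 planned gene sets were therefore not tested, and checks of GC content and gene length are void because no gene has a value. No gene passed the adjusted threshold, and a pair of genes called under other settings is named in the closing section.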

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

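The tests of library scaling, abundant genes and sequencing depth were chosen after the results were seen.

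The paper compares expression between stages for PCGs (Figure 5A), and its text does not report the direction of change of lncRNAs and TUCPs. Its Table S3 does list more expressed lncRNAs and TUCPs in adult than in suckling liver. For newborn liver, from downloaded data, it lists 9061 lncRNAs and 1109 TUCPs, above both later stages. Of the 7670 detected lncRNAs, 77.1% were higher in adult than in suckling liver, with a median log2 fold change of 0.10 ± 0.02 (SD over the 4 pairs of an adult with a suckling library). Of the 945 detected TUCPs, 73.8% were higher in adult liver, with a median of 0.08 ± 0.02. No single lncRNA or TUCP passed the adjusted threshold with limma, while 1018 lncRNAs and 97 TUCPs had an unadjusted p under 0.05. Both adult libraries were above both suckling libraries for 43.2% of lncRNAs and 41.1% of TUCPs, in TPM without further scaling. For a single gene chance gives 16.7%. All genes share the same libraries, so a whole class can move together and these percentages are no test.

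Median-of-ratios scaling on PCGs left 82.2% of lncRNAs and 81.2% of TUCPs higher in adult liver, and rescaling without the 10 most abundant genes left 81.7% and 80.2%. Both lift the adult values, because the PCG median was below 0 and the 10 most abundant genes took a larger share in adult liver, so neither could have lowered the percentages. A larger share of abundant genes in adult liver lowers the adult TPM of the other genes and does not produce their rise. With quantile normalization, which could have lowered them, the percentages were 61.5% and 58.5%, so the size of the pattern depends on the scaling. In the paper's Table S3, the adult mean of uniquely mapped data minus the suckling mean is -0.715 Gb. This argues against a greater depth in adult liver. The mean of high-quality data is 0.095 Gb higher in adult liver, less than the difference between the suckling replicates. The uniquely mapped percentage there was 80.71 and 79.79 in the suckling libraries and 72.3 and 77.93 in the adult libraries. Across the 4 libraries, more lncRNAs and TUCPs were detected where this percentage was lower. An effect of mapping rate or library quality was not tested and cannot be separated from stage here. Over the 4 pairs of libraries, the lowest percentage higher in adult liver was 68.1% for lncRNAs and 65.5% for TUCPs. Each stage holds the same replicate numbers, so these values describe the spread of the pattern and do not test replicate number as its cause.

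A rise of all low-abundance features was tested on PCGs with a mean TPM between 0.1 and 1, of which 53.1% were higher in adult liver against 78.0% of lncRNAs and 77.3% of TUCPs in the same range. In each class the percentage was lower among abundant genes. It was 57.0% for PCGs, 78.2% for lncRNAs and 77.3% for TUCPs between 0.1 and 0.3 TPM, and 29.2%, 58.1% and 28.6% between 10 and 100 TPM, where only 74 lncRNAs and 21 TUCPs lie. At matched abundance the lncRNAs were thus more often higher in adult liver than the PCGs, and a rise of all low-abundance features does not account for the whole pattern, although it cannot be told apart from a part of it. One scale factor per library did not move the classes alike on log2(TPM + 1). Median-of-ratios scaling moved the PCG median from -0.12 to -0.00045 and the lncRNA median from 0.10 to 0.13. The percentage higher in adult liver went from 36.3% to 50.0% for PCGs and from 77.1% to 82.2% for lncRNAs. The difference between these classes narrowed but remained, which does not test scaling as its cause. A single factor per library multiplies all its genes alike, so it cannot remove a class difference in TPM ratios. The medians moved unequally because the pseudocount of 1 damps changes at low values. The class difference was not recomputed at matched abundance after scaling, and how far lncRNAs rose or PCGs fell depends on the scaling. A stage difference in lncRNA and TUCP expression relative to PCGs remains a hypothesis. GC content, gene length and the mixture of cell types were not tested, since the table's identifiers were not paired with gene names.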

How the results depend on the processing

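The alternatives were set before the data were examined, apart from the correlation over genes with a mean TPM of at least 1, which was chosen after seeing the data. The median log2 fold changes kept their sign under the alternatives run, except that median-of-ratios scaling centres the PCG median at 0 by construction and leaves it no direction. More lncRNAs and TUCPs were detected in adult than in suckling liver under each detection rule. The order of the stages for detected PCGs, 12966 in suckling and 12891 in adult liver, was not stable. It reversed at a threshold of 0.1 TPM, with 15201 and 15398, and without replicate 2, with 12799 and 12942, and the stages were equal, at 12479, when both replicates had to pass. No detected-gene count changed by more than 1.5 times except at a threshold of 1 TPM, where 771 lncRNAs and 139 TUCPs were detected in suckling liver and 1104 and 165 in adult liver.

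No gene of any class passed the adjusted threshold with limma, while 1906 PCGs, 1018 lncRNAs and 97 TUCPs had an unadjusted p under 0.05. With a pseudocount of 0.1, 1 PCG was higher in adult and 1 higher in suckling liver, and the same numbers, 1 and 1, were called among genes with a mean TPM of at least 1. The cause was not tested. The other alternatives with a test called none. With the replicate number as a block, 0 genes passed and 1832 PCGs, 999 lncRNAs and 97 TUCPs had an unadjusted p under 0.05. Other alternatives moved these unadjusted counts further. They were 2443 PCGs, 575 lncRNAs and 59 TUCPs with an empirical Bayes step without trend, and 1693, 723 and 66 with quantile normalization. With median-of-ratios scaling they were 1632, 1327 and 125. Replicate differences in suckling and adult liver correlated across detected genes with r = 0.0785 (0.0489 for PCGs, 0.170 for lncRNAs and 0.242 for TUCPs), which is small across all genes together but larger for lncRNAs and TUCPs. Between stages, Spearman's correlations for lncRNAs were 0.824 and 0.831 for pairs with the same replicate number and 0.815 and 0.816 for pairs with different numbers, so an effect of a shared replicate number cannot be excluded.

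The PCG median of -0.12 became -0.00045 with median-of-ratios scaling, -0.018 with quantile normalization, -0.014 without the 10 most abundant genes, -0.15 with a pseudocount of 0.1 and -0.029 with no filter. The percentage of PCGs higher in adult liver became 50.0, 47.4 and 48.3 under the 3 scalings and 42.5 with no filter. The lncRNA median of 0.10 became 0.13, 0.040 and 0.17 under the same scalings, 0.36 with a pseudocount of 0.1, 0.036 with no filter and 0.24 at a mean TPM of at least 1. The percentage of lncRNAs higher in adult liver became 82.2, 61.5 and 81.7 under the scalings, 73.3 with no filter and 70.8 at a mean TPM of at least 1. The TUCP median of 0.08 became 0.12, 0.026 and 0.15 under the scalings, 0.30 with a pseudocount of 0.1 and 0.025 with no filter. The percentage of TUCPs higher in adult liver became 81.2, 58.5 and 80.2 under the scalings and 56.3 at a mean TPM of at least 1. The causes of the other changes were not tested.

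For the suckling replicates, the adult replicates and the mean between stages in turn, Spearman's correlation was 0.976, 0.978 and 0.973 for PCGs, 0.805, 0.848 and 0.821 for lncRNAs, 0.836, 0.869 and 0.852 for TUCPs, 0.919, 0.931 and 0.920 for genes above 0 TPM in at least 1 library, 0.957, 0.957 and 0.948 for detected genes, and 0.954, 0.953 and 0.933 for genes with a mean TPM of at least 1. Pearson's correlation of log2(TPM + 1) was 0.986, 0.985 and 0.980. The suckling replicates were below the between-stage mean for all genes, for genes above 0 TPM, for lncRNAs and for TUCPs, and above it in the other sets.

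Across the fits that each left out 1 replicate, the PCG median ran from -0.13 to -0.11, the lncRNA median from 0.085 to 0.11 and the TUCP median from 0.062 to 0.096, and the percentages higher in adult liver from 37.0 to 39.1, from 70.9 to 77.2 and from 66.0 to 75.2. Detected PCGs ran from 12799 to 12988 in suckling and from 12745 to 12942 in adult liver, lncRNAs from 6338 to 6896 and from 7938 to 8187, and TUCPs from 814 to 863 and from 979 to 1026. These fits leave 1 library in a stage and give no test.

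Of 66 further comparisons, on unadjusted counts, single genes and TPM shares, 22 changed: 11 weaker, 10 stronger and 1 moved. These leave out the 8 values of single genes without 1 replicate, of which 1 moved, that of ENSSSCG00000054576 without suckling replicate 1. The 10 planned gene sets, the genes the paper names and the TPM share without mitochondrially encoded genes were not run, because the table's identifiers were not paired with gene names. TPM gives no read depth, so whether a low value of a single gene rests on few reads is not known here.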

Differences from the paper's values

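With detection by the mean TPM of both replicates, the numbers of detected PCGs, lncRNAs and TUCPs in suckling and adult liver equal those of the paper's Table S3, and no percentage was more than 1.5 times away from the paper's. The paper's text gives, for each class, a range of detected percentages that it says covers each tissue or developmental stage. Suckling and adult liver fell below the lower end of that range, with 58.8% and 58.5% of PCGs, 35.9% and 43.9% of lncRNAs and 34.7% and 41.8% of TUCPs. The paper's own counts in Table S3, divided by the annotated genes of each class, give the ends of the range among the newborn tissues alone, from 60.7% to 67.4% of PCGs, from 48.3% to 63.5% of lncRNAs and from 45.4% to 65.5% of TUCPs. The range stated in the text is therefore that of the newborn tissues. Other detection rules, set before the data were examined, moved the values both ways. Counting genes above the threshold in at least 1 replicate gave 50.1% of lncRNAs and 47.3% of TUCPs in adult liver, inside the range, and a threshold of 0.1 TPM put PCGs above it, at 69.0% and 69.9%. Counting genes above the threshold in both replicates gave 27.8% of lncRNAs and 28.6% of TUCPs in suckling liver, more than 1.5 times below the lower end, and a threshold of 1 TPM gave 771 and 1104 lncRNAs and 139 and 165 TUCPs, more than 1.5 times below the counts in Table S3. The paper describes good reproducibility between biological replicates, and here the suckling replicates had a Spearman's correlation of 0.930 across all genes, below each of the 4 correlations between stages, the lowest of which also rounds to 0.930. The adult replicates, at 0.942, were above all 4. The suckling replicates were above each between-stage pair for PCGs (0.976 against at most 0.974), for detected genes (0.957 against 0.954), for genes with a mean TPM of at least 1, a set chosen after seeing the data (0.954 against 0.943), and by Pearson's correlation of log2(TPM + 1) (0.986 against 0.983).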

Other observations

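The tests below, and the TPM limits for genes on in one stage and off in the other, were chosen after the patterns they address were seen.

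Across all genes the suckling replicates were no more alike than libraries of different stages. Over genes with a mean TPM of at least 1, their Spearman's correlation exceeded the highest correlation between stages by 0.0111, so noise of low-abundance genes is a candidate explanation for the order seen across all genes. Pairs of libraries from different stages with the same replicate number were also more alike than the other pairs from different stages, with a mean correlation across all genes of 0.935 against 0.930. Across all genes, the pairs with different numbers, at 0.931 and 0.930, were above the suckling replicates by less than the between-stage SD of 0.00237. Over genes above 0 TPM in at least 1 library they were below the suckling replicates, at 0.918 and 0.916 against 0.919. The pairs with the same number were above, both at 0.922. For lncRNAs alone, the pairs with different numbers were above, at 0.815 and 0.816 against 0.805. For TUCPs they were also above, at 0.843 and 0.854 against 0.836. These values do not decide whether a shared replicate number accounts for the order across all genes. No biological explanation was tested.

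The 4 libraries can be split into pairs in 3 ways. Suckling against adult gave 3021 genes with an unadjusted p under 0.05 with limma. Replicate 1 against replicate 2 gave 646, and the remaining split, of crossed libraries, gave 419. In these other splits any stage difference adds to the spread within groups and lowers the counts. They are therefore no background level for the 3021. None of the 3 splits gave a gene past the adjusted threshold, and 3 splits cannot give a share under 0.05. The stages are also different sib pairs. The paper does not say whether these pairs come from the same family, so a family difference between the stages cannot be excluded.

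A pair of PCGs passed the adjusted threshold under a pseudocount of 0.1 and under a mean TPM of at least 1, and is named here after its values were seen. ENSSSCG00000035436 had 0.0915 and 0.0794 TPM in the suckling libraries and 11.0 and 9.91 TPM in the adult libraries. ENSSSCG00000054576 had 10.6 and 8.86 TPM in the suckling libraries and is listed at 0 in both adult libraries. For both genes, limma's adjusted p was 0.0395 with a pseudocount of 0.1 and ranged from 0.0395 to 0.438 over the alternatives. In all, 3 PCGs had at least 5 TPM in both libraries of one stage and at most 0.1 TPM in both of the other. Variants carried by the pigs of one stage were tested with the other splits of the libraries, which gave 0 such PCGs. Since the pigs of a stage are full sibs, this cannot separate stage from variants shared by sibs. Within a stage, 9 PCGs were on in one suckling library and off in the other, and 4 in the adult libraries.

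The most abundant gene in all 4 libraries was ENSSSCG00000008948, with 14.0% ± 3.62 of TPM (SD, n = 2) in suckling and 17.6% ± 1.78 (SD, n = 2) in adult liver. The lncRNA G23087_LNC came next in both stages, with 4.58% and 6.63% of TPM in the suckling and 6.94% and 6.31% in the adult libraries. Together with G2823_LNC it held between 77.6% and 86.5% of all lncRNA TPM in a library, so the TPM share of the class follows a pair of genes. ENSSSCG00000024911 had 32436 and 4517 TPM in the suckling libraries, a larger gap than between its 27998 and 40665 TPM in the adult libraries.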
